# Humoral immune responses mediate the development of a restrictive phenotype of chronic lung allograft dysfunction

**DOI:** 10.1172/jci.insight.136533

**Published:** 2020-12-03

**Authors:** Keizo Misumi, David S. Wheeler, Yoshiro Aoki, Michael P. Combs, Russell R. Braeuer, Ryuji Higashikubo, Wenjun Li, Daniel Kreisel, Ragini Vittal, Jeffrey Myers, Amir Lagstein, Natalie M. Walker, Carol F. Farver, Vibha N. Lama

**Keywords:** Pulmonology, Transplantation, Fibrosis, Mouse models, Organ transplantation

## Abstract

Understanding the distinct pathogenic mechanisms that culminate in allograft fibrosis and chronic graft failure is key in improving outcomes after solid organ transplantation. Here, we describe an F1 → parent orthotopic lung transplant model of restrictive allograft syndrome (RAS), a particularly fulminant form of chronic lung allograft dysfunction (CLAD), and identify a requisite pathogenic role for humoral immune responses in development of RAS. B6D2F1/J (H2-b/d) donor lungs transplanted into the parent C57BL/6J (H2-b) recipients demonstrated a spectrum of histopathologic changes, ranging from lymphocytic infiltration, fibrinous exudates, and endothelialitis to peribronchial and pleuroparenchymal fibrosis, similar to those noted in the human RAS lungs. Gene expression profiling revealed differential humoral immune cell activation as a key feature of the RAS murine model, with significant B cell and plasma cell infiltration noted in the RAS lung allografts. B6D2F1/J lung allografts transplanted into *μMt^–/–^* (mature B cell deficient) or activation-induced cytidine deaminase (*AID*)/secretory μ-chain (*μs*) double-KO (*AID^−/−^μs^−/−^*) C57BL/6J mice demonstrated significantly decreased allograft fibrosis, indicating a key role for antibody secretion by B cells in mediating RAS pathology. Our study suggests that skewing of immune responses determines the diverse allograft remodeling patterns and highlights the need to develop targeted therapies for specific CLAD phenotypes.

## Abstract 2

Humoral immune response activation skews chronic rejection of transplanted lung towards the distinctive phenotype of restrictive allograft syndrome in a murine model of orthotopic lung transplantation.

## Introduction

Lung transplantation remains the only viable option for patients with chronic respiratory failure from end-stage lung diseases like cystic fibrosis, idiopathic pulmonary fibrosis, and emphysema. However, long-term survival after lung transplantation continues to be the worst among all solid organ transplants, with a 10-year survival of only 20% (1). The predominant cause of these poor outcomes is the high incidence of chronic graft failure arising from immunologically mediated graft injury and progressive fibrosis termed chronic lung allograft dysfunction (CLAD) (2). Among patients with CLAD, a particularly poor prognosis is associated with a recently characterized subtype designated as restrictive allograft syndrome (RAS) (3). RAS develops in approximately 30% of the patients with CLAD, and it is characterized by a restrictive pattern of decline in lung function and a fulminant course, which leads to respiratory failure and death (3–5).

The histopathological presentations of RAS are more complex and varied than those of bronchiolitis obliterans syndrome (BOS), the other common presentation of CLAD. While bronchiolitis obliterans (BO) or fibrotic remodeling limited to the small airways is a predominant feature of BOS, a spectrum of histologic features have been described in RAS lungs (3, 6, 7). These include more acute presentations of diffuse alveolar damage (DAD) and intraalveolar fibrinous exudates, as well as chronic end-stage fibrosis and pleuroparenchymal fibroelastosis (PPFE) (5, 8–10). Pleural fibrosis extending into the lungs along the interlobular septa, as well as fibrosis emanating from the bronchovascular bundles, is seen pointing to a more fulminant fibroproliferative graft response. Lymphocytic aggregates in the perivascular and peribronchial regions, macrophage accumulation in the airspaces, and presence of B cells have been described (10, 11). This diverse spectrum of pathologies in human RAS specimens, which are obtained at various stages of disease pathogenesis, suggests an evolution from subacute immune-mediated allograft injury and rejection to fibrosis. Patients with persistent donor-specific antibodies (DSA) have been shown to be at a higher risk for RAS (12), and RAS is the dominant form of allograft failure seen in patients with antibody-mediated rejection (AMR) (13, 14). However, investigations of pathogenic mechanisms in this distinctive pleuroparenchymal fibrotic remodeling of allografts have been limited by the lack of a representative animal model (15).

In this study, we describe a murine model of orthotopic single lung transplantation that demonstrates an evolution along the spectrum of histopathological changes that mark RAS in human lung allografts. Investigations of this model highlight immune pathways key to skewing of the remodeling response to RAS and establish an obligatory role for antibody production by B cells in the allograft fibrogenesis in RAS after lung transplantation.

## Results

### Murine orthotopic F1 → parent (B6D2F1/J → C57BL/6J) lung transplants develop allograft fibrosis characteristic of RAS.

Mismatch of immune cells by transfer of T lymphocytes from parent → F1 mice have been used in the fields of graft versus host disease (GVHD), and connective tissue diseases in which different spectra of immune activation and disease severity have been noted depending on the specific parent strain used with the same F1 mouse (16–18). We have previously used this mismatch of F1 and parent mice and have established that transplantation of B6D2F1/J (H2-b/d) F1 lungs into DBA/2J (H2-d) mice leads to the development of pathology characteristic of BO (19). To investigate whether pathology is induced by transplantation of these F1 lungs into the other parent mouse, left lungs from B6D2F1/J (H2-b/d) donor mice were transplanted into C57BL/6J (H2-b) recipients. While isografts (B6D2F1/J → B6D2F1/J) were ventilated and had a normal appearance on gross examination, allogeneic grafts (B6D2F1/J → C57BL/6J) appeared shrunken (Figure 1A). To assess whether there is development of chronic allograft rejection and fibrosis, hydroxyproline assay and morphometric collagen measurements in lung sections stained with Picrosirius red were used (Figure 1B). Significantly higher collagen by hydroxyproline and morphometric analysis was noted in the allografts at both days 28 and 40 after transplant, as compared with the isografts (Figure 1B). Masson’s trichrome collagen staining demonstrated significant pleural thickening and fibrosis, a pathognomonic feature of RAS, in all allografts (Figure 1, B and C). Fibrosis was noted to extend along the subpleural interstitium and the bronchovascular bundles (Figure 1C). Along with pleural and interstitial fibrosis, increased elastin expression and PPFE has been reported in late stages of RAS (8, 10). This led us to evaluate elastin expression in the allografts. We observed increased elastin staining in the pleura and interstitium in approximately one-third of the lung allografts at day 40 after transplantation (Figure 1D). Elastin levels in the homogenized transplanted lungs were also measured by ELISA, with 2-fold higher levels of elastin noted in the allografts compared with the isografts (Figure 1E).

### B6D2F1/J → C57BL/6J allografts demonstrate a spectrum of histopathological characteristics of RAS.

To investigate the temporal evolution of histopathologic changes, lung allografts were studied at various time points after transplantation (days 7, 14, 28, 40, and 60). Histologic patterns were identified and scored by a pulmonary pathologist using a scoring algorithm as described in Methods. Representative images are shown in Figure 2, A and B. Quantitative scoring of the severity of pathologic features is presented as a heatmap in Figure 2C. Percentage incidence based on absence or presence of a specific histologic feature is shown in Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.136533DS1).

As shown in Figure 2A, the predominant finding at day 7 was the presence of moderate acute rejection with perivascular and peribronchial lymphocytic infiltration. Mild cellular infiltration was also noted in the pleura. By day 14, progression of pleuritis with mesothelial hyperplasia and plasma cell infiltration was evident. Another key histology feature noted at this time point was the presence of patchy fibrinous exudates in the alveoli, characteristic of acute fibrinous pneumonia. Persistent acute cellular rejection with lymphocyte infiltration surrounding blood vessels and airways continued over time, with some lungs also demonstrating distinct clusters of lymphoid cells at day 28. Endothelialitis with infiltration by lymphoplasmacytic infiltrate and endothelial cell damage was noted to be a prominent feature at this time point (Supplemental Figure 1). Another feature of day 28 histology was the appearance of foamy macrophages in the alveoli, concomitant with a decrease in fibrinous exudates. Decreasing cellularity with increasing fibrosis was noted in the pleural space, as evidenced by pale acellular expansion. Fibrotic expansion was also evident along the bronchovascular bundles by day 28. By day 40, all transplanted lungs demonstrated pleural fibrosis, along with peribronchial fibrosis. Along with substantial fibrosis, acute rejection and areas of fibrinous exudates were still noted in the majority of the grafts, demonstrating presence of multiple histologic patterns at a given time point (Figure 2B). Plasma cell infiltration of the pleura and the interstitium persisted at day 60, which was associated with further increase in fibrosis in the pleural space. Thus, B6D2F1/J → C57BL/6J allografts demonstrated the spectrum of characteristic histologic patterns that have been described in human RAS lungs (5, 8–10).

### Gene expression profiling reveals differential humoral immune cell activation as a key feature of the RAS murine model.

The disparate pathology of the B6D2F1/J → C57BL/6J combination, which had histopathologic features of RAS compared with the previously described BO pathology noted in B6D2F1/J → DBA/2J allografts (19, 20), led us to investigate the global gene differences between the 2 models over time by using Affymetrix microarray analyses. 

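RNA from homogenates of whole transplanted lungs was measured on Affymetrix Mouse Gene 2.1 ST arrays. The donor in every allograft was a B6D2F1/J mouse, the F1 hybrid of C57BL/6J and DBA/2J. Recipients of the C57BL/6J strain made the RAS model, recipients of the DBA/2J strain made the BOS model, and B6D2F1/J recipients made the isografts. The 29 arrays analysed here were 12 RAS allografts (4 each at days 14, 28 and 40), 10 BOS allografts (3 at day 14, 3 at day 28 and 4 at day 40) and 7 isografts, all taken at day 28. Changes at days 14 and 40 are therefore not matched in time to their isografts. The legend of Figure 3 gives 4 samples per group and time point. The BOS arrays and isograft replicates 1 to 3 form batch 1, and the RAS arrays and isograft replicates 4 to 7 form batch 2. The sources used here number the replicates and do not say that each came from a separate mouse, so that p-values measure only the spread between these samples, which can be technical.
The authors normalized the arrays by RMA, and the deposited values are log2 expression values of probe sets, of which 23521 carry 1 gene symbol and 1814 carry several. Genes were taken from probe sets with 1 symbol, keeping for each gene the probe set with the highest mean. Of 22180 genes, 7 had a variance under 0.05 and were left out. A weighted linear model (limma) was fitted to all arrays in 8 groups, with the isografts of each batch as a group of their own. Each allograft was thus compared with isografts labeled with its own batch. The batch number stands here for the year of collection that the paper's model included. A gene was called changed at a fold change over 2 in either direction and a Benjamini-Hochberg adjusted p under 0.05, as in the paper. Changes are given as log2 fold changes ± the standard error of the fit.
The median log2 value of an array took one of 2 levels. It was 3.34 to 3.51 in the 10 BOS arrays and in isograft replicates 1, 3 and 5, and 4.95 to 5.12 in the 12 RAS arrays and in isograft replicates 2, 4, 6 and 7. Isograft replicate 2 of batch 1, at 5.02, and isograft replicate 5 of batch 2, at 3.39, therefore stood at the level of the other batch. The gene-by-gene weights that the paper's methods use were 0.0175 and 0.0188 for these 2 arrays and 0.491 to 2.78 for the others. They keep both arrays in the model with little influence. Among the isografts of batch 2, replicate 4 had the largest weight (1.45, against 0.585 and 0.548 for replicates 6 and 7). Its Xist was high and its Y-linked genes were low. Leaving out isograft replicate 1 or 3 ended nearly all calls of the BOS comparisons. The displaced replicate 2 and a single other array then made up the isografts of batch 1. Leaving out replicate 2 itself kept 4068, 2980 and 3302 genes called in BOS at days 14, 28 and 40.

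**Figure D1:**
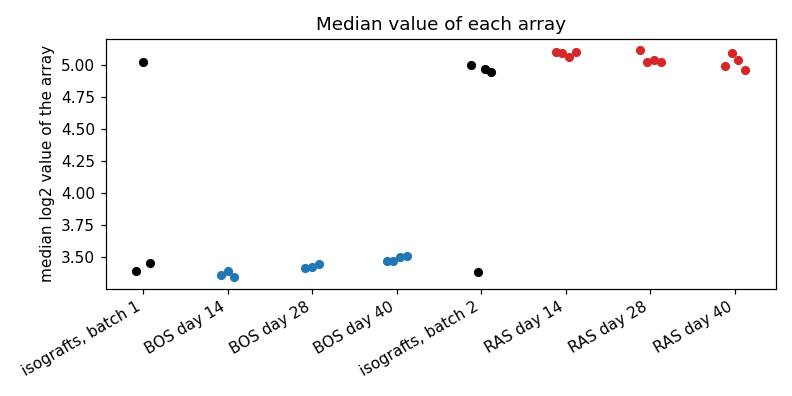
Median log2 value of each of the 29 arrays (vertical axis) by group (horizontal axis), with 1 point per array, isografts in black, BOS allografts in blue and RAS allografts in red. One isograft of batch 1 (5.02) and one of batch 2 (3.39) sit at the level of the other batch.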

Data collected previously from the B6D2F1/J → DBA/2J allografts (BOS, unpublished observations) were normalized and analyzed, along with expression data from B6D2F1/J → C57BL/6J allografts (RAS). We compared biological processes gene ontology (GO) enrichments between the 2 models at days 14, 28, and 40 (Supplemental Table 2). 

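The chemokine genes Cxcl9 and Cxcl10 were among the largest rises in both models. In RAS allografts at day 28, Cxcl9 and Cxcl10, which attract T cells, had log2 fold changes of 5.96 ± 0.16 and 5.47 ± 0.18 against isografts (4 arrays in each group). H2-M2, a nonclassical MHC class I gene, rose by 5.90 ± 0.21, Ly6i by 5.67 ± 0.30, Dnase1l3 by 5.66 ± 0.17 and Acod1, which makes itaconate in activated macrophages, by 5.49 ± 0.28. Among the largest falls, Inmt, a methyltransferase abundant in lung, had a change of -7.30 ± 0.77, the sulfotransferase Sult1d1 of -4.86 ± 0.33, Pcolce2 of -4.57 ± 0.35 and the glutathione transferase Gsta3 of -4.36 ± 0.28.
In BOS allografts at day 28, compared with the 3 isografts of their batch, the same chemokines rose, Cxcl9 by 6.83 ± 0.18 and Cxcl10 by 6.32 ± 0.21, together with Cxcl11 (6.92 ± 0.33), Ly6i (7.22 ± 0.34), Pdcd1lg2, a ligand of PD-1 (6.93 ± 0.44), and H2-M2 (6.15 ± 0.24). Inmt (-8.33 ± 0.88), the alcohol dehydrogenase Adh1 (-6.02 ± 0.55), Pon1 (-5.23 ± 0.51) and Scgb1c1 (-5.16 ± 0.31) fell. A second probe set of Adh1 showed no change (0.05, adjusted p = 0.885, limma).
In RAS allografts, 1602 genes were higher and 1448 lower at day 14, 1509 and 1339 at day 28, and 1499 and 1311 at day 40. In BOS allografts, 1919 were higher and 2131 lower at day 14, 1534 and 1469 at day 28, and 1618 and 1661 at day 40. Within the RAS model, 24 genes were higher and 23 lower at day 28 than at day 14, and only Xist differed between days 40 and 28 (adjusted p = 0.037, limma; 1085 genes had an unadjusted p under 0.05). These counts between days are not stable. The 47 genes of day 28 against day 14 became 1 without array weights, 21 with only the arrays of the batch, 3 with a replicate block, 22 without RAS day 14 replicate 1 and 69 without RAS day 28 replicate 1, and other splits of the arrays did not exclude chance. Xist was not called without RAS day 28 replicate 2, 3 or 4, without RAS day 40 replicate 1 or 3, or in 7 other settings. Among these were quantile normalization, a robust prior, all probe sets, only the arrays of the batch and the replicate block. Relative to the array median, however, Xist was at 4.37 to 4.76 in the day 40 arrays and -2.21 to -1.70 in the day 28 arrays. The difference is thus large whichever array is left out. Without the array weights the RAS split at day 28 became 2402 higher and 753 lower and the BOS split 842 higher and 2915 lower, and the median of all genes was then 0.31 in RAS and -0.51 in BOS, against -0.04 and -0.02 with weights. Leaving out isograft replicate 1 left 4, 2 and 2 genes called in BOS at days 14, 28 and 40, and leaving out isograft replicate 3 left 4, 2 and 3.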

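Most genes that changed in one model changed in the other. At day 28, 1180 genes were higher in both RAS and BOS allografts, each against its own isografts, where independent lists of these sizes would share 104, and 1032 were lower in both, where 88.7 would be shared. At day 14 the shared genes were 1195 higher and 1048 lower, and at day 40 they were 1200 higher and 1035 lower. Genes called in opposite directions were few, 5 at day 14, 1 at day 28 and 8 at day 40. Across genes, which are not independent replicates, the log2 fold changes of the 2 models had a Pearson correlation of 0.79 at day 14, 0.87 at day 28 and 0.84 at day 40. The 2 models share no isograft array.
Among the shared genes at day 28 was Slamf8, a receptor of activated macrophages, with log2 fold changes of 4.86 ± 0.15 in RAS (n = 4) and 4.13 ± 0.17 in BOS (n = 3). The T cell genes Cd3e (3.60 ± 0.17 and 4.01 ± 0.20), Cd4 (4.14 ± 0.23 and 4.64 ± 0.26) and Cd8a (4.35 ± 0.19 and 4.19 ± 0.22) also rose in both. Of 19 T cell marker genes, a list set before the data were examined like every list named here, 18 were higher in RAS and 19 in BOS at day 28 (18 and 19 adjusted over the list alone, adjusted p = 0.0031856 in RAS and 0.0031597 in BOS with an estimated correlation, camera).
Genes also stayed changed over time. In RAS allografts 1288 genes were higher and 1126 lower at all 3 days. These comparisons share isografts: 1370 genes were higher at both day 14 and day 28, where independent lists would share 109, and 1207 were lower at both. Simulations without effects made 2 calls in all 5 runs, too few to measure what shared isografts add. With different isografts for the 2 days, in the 6 ways to divide them, 1124 to 1239 genes were shared as higher and 617 to 1040 as lower, so the persistence of the lower genes depends more on the isografts used. The BOS lists without isograft replicate 1 or 3 held 2 to 4 genes at each day, while the changes themselves stayed large, as for Slamf8 in BOS at day 28 (3.27 without replicate 1 and 3.22 without replicate 3). Without array weights, BOS at day 28 kept 2304 of its 3003 genes.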

Venn diagrams demonstrating the overlap between significantly enriched GO terms in each of 2 experimental conditions is shown in Figure 3A and Supplemental Table 2. The top GO terms, ranked by significance, which were enriched in the RAS model and not the BOS model for each time point, are presented in Table 1. 

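The difference between the models was tested gene by gene as the RAS change minus the BOS change, each against its own isografts. At day 28 it was called for 116 genes with a larger value in RAS and 51 with a larger value in BOS, at day 14 for 759 and 666, and at day 40 for 292 and 134. Markers of alveolar type 2 cells, the surfactant-producing cells, were kept in RAS allografts and fell in BOS allografts. Of 18 such genes none fell in RAS at any day, 1 was higher at each day, and 16 fell in BOS at day 28 and 18 at day 40. The difference was called for 9 at day 28 (17 adjusted over the list alone) and 16 at day 40 (18 adjusted over the list alone), with adjusted p = 0.036 and 0.0013898 with an estimated correlation (camera). At day 14 it was called for 5 (7 adjusted over the list alone), and the list was not called with an estimated correlation (adjusted p = 0.73, camera). Surfactant protein C, Sftpc, had a log2 fold change of -0.11 ± 0.32 in RAS at day 40 (n = 4) and -4.09 ± 0.34 in BOS (n = 4), a difference of 3.97 ± 0.47. Slc34a2, a phosphate transporter of these cells, differed by 4.18 ± 0.38 and Lamp3 by 4.74 ± 0.40. The mean of the list, relative to the array median, was 2.88 to 3.51 in the 4 BOS arrays of day 40 and 6.09 to 6.16 in the 3 isografts of that batch, so that the fall does not rest on the array weights.
At day 14 extracellular matrix genes differed. Of 28 fibrosis and matrix genes, 13 had a larger value in RAS and none in BOS (14 adjusted over the list alone, adjusted p = 0.46 with an estimated correlation). The list mean, relative to the array median, was 3.38, 3.96 and 3.27 in BOS day 14 replicates 1, 2 and 3. Replicate 2 lay within the range of the batch 1 isografts, 3.79 to 4.14. Skeletal muscle genes were higher in replicates 1 and 3 (1.82 and 2.41) than in replicate 2 (1.05). Col1a1 was at 0.18 ± 0.33 in RAS and -2.37 ± 0.39 in BOS, and Mmp2, a matrix metalloproteinase, differed by 2.49 ± 0.44. Of 14 elastic fiber genes, 10 had a larger value in RAS (10 adjusted over the list alone, adjusted p = 0.37), among them Eln, at -0.60 ± 0.36 in RAS and -2.82 ± 0.42 in BOS. Of 16 genes of cytotoxic T cells and NK cells, 7 had a larger value in BOS at day 14 (7 adjusted over the list alone, adjusted p = 0.48), including Gzma, with a difference of -2.39 ± 0.42, and Gzmb, with -2.40 ± 0.52.
The largest differences at day 28 included Gpnmb (4.45 ± 0.53), Sirpb1a (3.29 ± 0.27), Hc, which encodes complement C5 (3.31 ± 0.80), Rnase2a (-5.55 ± 1.04), Saa3 (-3.92 ± 0.93) and Ifi202b (-3.75 ± 0.37). Gpnmb and Hc are null in DBA/2J, and H2-Ea, whose difference was -1.66 ± 0.19, is not expressed in C57BL/6J. Recipient strain and model are the same split. For the other genes named, at this or another day, a strain difference cannot be told apart from one of the models. Of 21 B cell marker genes, the difference at day 28 was called for 1 with a larger value in RAS, or 5 adjusted over the list alone, and none in BOS. The list was called at the preset correlation (adjusted p = 8.86e-07, camera) and lost with an estimated correlation (adjusted p = 0.69). Of these genes 13 were higher at all 3 days in RAS and 5 in BOS. The difference at day 28 was called for 2 of 64 B cell activation genes, 1 of 34 B cell receptor signaling genes and none of 18 classical complement genes (limma). Adjusted over the list alone, 3, 1 and 0 had a larger value in RAS and 1, 0 and 0 a larger value in BOS.
When each array was centred on its median, which gave a median of all genes of -0.26 at day 14, against -0.03 before, and of -0.12 at day 28, the split was 419 larger and 1527 smaller in RAS at day 14 and 96 and 102 at day 28. Without array weights it was 2958 and 44 at day 14, 191 and 11 at day 28, and 807 and 14 at day 40. The median of all probe sets was then 0.86, 0.85 and 0.83, so these splits carry a shift of most genes. With quantile normalization it was 572 and 977 at day 14 and 105 and 79 at day 28. The 1425 differences of day 14 fell to 774 without BOS day 14 replicate 1 and to 656 without BOS day 14 replicate 3, and the 167 of day 28 to 101 without BOS day 28 replicate 1. Without isograft replicate 1, 2, 0 and 0 differences were called at days 14, 28 and 40, and without isograft replicate 3, 1, 0 and 0.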

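B cell and antigen presentation genes were higher in RAS allografts of day 14 than in the isografts, which were taken at day 28 (4 arrays in each group). Cd79a, a chain of the B cell receptor, had a log2 fold change of 1.66 ± 0.29, Ms4a1, which encodes CD20, of 1.50 ± 0.36, the B cell coreceptor Cd22 of 2.22 ± 0.18 and the B cell transcription factor Spib of 3.31 ± 0.37. Tlr9 (3.60 ± 0.13) and Cd180 (3.37 ± 0.14), receptors that activate B cells, and Icos (3.41 ± 0.14), a costimulator of follicular helper T cells, rose as well. Vav1 (2.69 ± 0.11), Ptpn6 (2.46 ± 0.11) and Pik3cd (2.21 ± 0.10), which act below the B cell receptor, are also expressed in T cells and myeloid cells. Vpreb3, a gene of B cell precursors, fell by 2.46, with a standard error of 0.25. Cd79b was at 0.94 ± 0.24 (adjusted p = 0.00232, limma), short of the fold change threshold.
Of 64 genes of B cell activation, 51 were higher and none lower (51 adjusted over the list alone, adjusted p = 0.0032709 with an estimated correlation, camera), and of 34 genes of B cell receptor signaling, 24 were higher (24 adjusted over the list alone, adjusted p = 0.0040795). Of 21 B cell marker genes, 16 were higher and 1 lower (16 and 1 adjusted over the list alone). The call for this list was lost with an estimated correlation (adjusted p = 0.27).
All 12 genes of MHC class II antigen presentation tested were higher (12 adjusted over the list alone, adjusted p = 0.0032709 with an estimated correlation), among them H2-Oa (3.95 ± 0.21), H2-DMa (2.62 ± 0.14), H2-Aa (2.33 ± 0.11) and the master regulator Ciita (2.36 ± 0.10). Of 20 genes of MHC class I presentation, 15 were higher (15 adjusted over the list alone, adjusted p = 0.0082), including the peptide transporter Tap1 (2.64 ± 0.12), the immunoproteasome subunits Psmb8 (2.43 ± 0.13) and Psmb9 (2.66 ± 0.11), and Nlrc5 (3.58 ± 0.17). B2m was at 0.71 ± 0.08 (adjusted p = 6.79e-08).
Antibody genes were measured by 36 probe sets of the immunoglobulin loci, which share probes and can name several genes. Of these, 11 were higher at day 14 and the median log2 fold change was 1.35. With the isografts grouped by array level, a setting chosen after seeing the data, 19 were higher. Of 19 plasma cell genes outside these loci, 6 were higher (6 adjusted over the list alone, adjusted p = 0.309 with an estimated correlation): Slamf7 (3.12 ± 0.14), Prdm1 (2.08 ± 0.13) and Irf4 (1.85 ± 0.20), which activated T cells also express, were among them, while Jchain, which joins IgM and IgA polymers, was at 0.16 ± 0.42 (adjusted p = 0.807) and Xbp1 at 0.61 ± 0.16 (adjusted p = 0.00272). Cell cycle genes rose together, 31 of 38 (31 adjusted over the list alone, adjusted p = 0.015), with Mki67 at 3.01 ± 0.17 and Top2a at 2.89 ± 0.18. In BOS allografts at day 14, 40 of 64 B cell activation genes were higher (40 adjusted over the list alone, adjusted p = 0.026), and the difference between the models was called for 10 with a larger value in RAS and 3 with a larger value in BOS (11 and 3 adjusted over the list alone, adjusted p = 0.75). Of the 21 B cell marker genes the difference was called for 7, all with a larger value in RAS (7 adjusted over the list alone, adjusted p = 0.000148 at the preset correlation and 0.75 with an estimated correlation, camera), and of the 34 B cell receptor signaling genes for 6 with a larger value in RAS and 1 in BOS (7 and 1 adjusted over the list alone, adjusted p = 3.92e-05 and 0.46). None of the 64 was called in BOS, and 2 or 1 differences of any kind were called, when isograft replicate 1 or 3 was left out.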

Humoral immune responses mediated by circulating immunoglobulins was the top GO term at day 14 after transplantation, with B cell signaling and antigen processing related pathways showing preponderance at this stage. Phagocyte recognition, angiogenesis, vascular development, muscle development, and complement activation were among the top GO terms ranked by *P* value in RAS at day 28, consistent with the observed macrophage infiltration and fibrotic remodeling at this time point. 

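Phagocytic receptors of macrophages rose in RAS allografts at day 28 (4 arrays against 4 isografts). The Fc receptors Fcgr4 and Fcgr1 had log2 fold changes of 4.93 ± 0.22 and 3.94 ± 0.15, the β-glucan receptor Clec7a of 3.90 ± 0.21 and the scavenger receptor Msr1 of 3.37 ± 0.19. Macrophage genes rose with them, including Cd68 (3.39 ± 0.16) and Mpeg1 (3.18 ± 0.10), as did genes found in lipid-laden macrophages, including Gpnmb (4.34 ± 0.35), Acp5 (3.36 ± 0.15) and Atp6v0d2 (2.81 ± 0.41). Some vascular genes fell. Epas1, the hypoxia-inducible factor of endothelium, was at -1.64 ± 0.16, Angpt1, which stabilizes vessels, at -2.29 ± 0.42, Hpgd at -3.37 ± 0.37 and Tmem100 at -3.15 ± 0.42, while Hif1a (1.73 ± 0.17) and Apln (1.67 ± 0.41) rose.
Of 26 phagocytic receptors and opsonins, 11 were higher and 1 lower (11 and 1 adjusted over the list alone, adjusted p = 0.026 with an estimated correlation, camera), and Cd36 (-0.82 ± 0.21, adjusted p = 0.00246) and Gas6 (-0.54 ± 0.22, adjusted p = 0.0609, limma) were among those not called. Of 14 monocyte and macrophage markers, 13 were higher (13 adjusted over the list alone, adjusted p = 0.0031856), and of 23 genes of lipid-laden macrophages, 14 (14 adjusted over the list alone, adjusted p = 0.039).
Of 48 genes of angiogenesis and vascular development, 6 were higher and 12 lower (6 and 13 adjusted over the list alone). Of 25 endothelial markers, 1 was higher and 14 were lower (1 and 14 adjusted over the list alone), while Cdh5, which encodes VE-cadherin, was at -0.36 ± 0.13 (adjusted p = 0.0387) and Pecam1 at 0.05 ± 0.12 (adjusted p = 0.785). Of 16 smooth muscle genes, 8 were lower and none was higher (8 adjusted over the list alone), including Itga8 (-3.88 ± 0.46), Cnn1 (-2.07 ± 0.25) and Myh11 (-2.01 ± 0.37). Of 19 cardiac muscle genes, which the muscle sleeves of pulmonary veins express, 7 were lower and 1 was higher (10 and 1 adjusted over the list alone), including Actc1 (-2.16 ± 0.35) and Ryr2 (-1.87 ± 0.31). The calls for these 4 lists were lost with an estimated correlation (adjusted p = 0.49, 0.19, 0.19 and 0.34, in the order given).
Of 18 genes of the classical complement pathway and its regulators, 3 were higher (3 adjusted over the list alone, adjusted p = 0.33 with an estimated correlation), and these were the C1q chains, which macrophages make. Serping1, the C1 inhibitor, was at 0.64 ± 0.13 (adjusted p = 0.000345) and C4b at -0.14 ± 0.21 (adjusted p = 0.667). Of 28 fibrosis and matrix genes, 7 were higher and 1 lower (8 and 1 adjusted over the list alone, adjusted p = 0.60), including Tgfbi (2.90 ± 0.13), Mmp14 (2.13 ± 0.15) and Timp1 (2.09 ± 0.34) among those higher and Pdgfra (-2.14 ± 0.34) as the one lower, while Col1a1 was at 0.01 ± 0.34 and Col3a1 at -0.09 ± 0.31. The paper relates the terms of this time point to the macrophage infiltration and fibrotic remodeling seen in the tissue.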

Phagocyte recognition continued to be among top enriched GO terms in RAS at day 40. 

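Phagocytic receptors stayed high at day 40 in RAS allografts (4 arrays against 4 isografts). Fcgr4 had a log2 fold change of 4.91 ± 0.22, Clec7a of 3.97 ± 0.21, Fcgr1 of 3.72 ± 0.15 and Msr1 of 3.29 ± 0.20, and Olr1, a receptor for oxidized lipoproteins, was at 3.46 ± 0.43. Cd36 was at -0.68 ± 0.21 (adjusted p = 0.0122, limma). Of 26 phagocytic receptors and opsonins, 11 were higher and 1 lower (11 and 1 adjusted over the list alone, adjusted p = 0.024 with an estimated correlation, camera), and of 23 genes of lipid-laden macrophages, 15 were higher (15 adjusted over the list alone, adjusted p = 0.024), with Gpnmb at 4.43 ± 0.35 and Acp5 at 3.41 ± 0.15. The list of receptors and opsonins rose in BOS allografts as well, with 15 of 26 higher and 1 lower at day 40 (15 and 1 adjusted over the list alone, adjusted p = 0.024). This list is not the GO annotation of phagocyte recognition and can hold other genes, so its rise in BOS does not test the paper's term. The difference between the models was called for 1 member at this day (1 adjusted over the list alone with a larger value in RAS and 1 with a larger value in BOS, adjusted p = 0.98). When isograft replicate 1 or 3 was left out, 2 or 3 genes of any kind were called in BOS at day 40.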

GO terms related to humoral immune responses, B cell activation, B cell receptor signaling, and complement activation demonstrated statistically significant upregulation of gene expression at all 3 time points in the RAS model (Table 2). 

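Genes of B cell activation and B cell receptor signaling were higher in RAS allografts at each of the 3 days (4 arrays per day and 4 isografts). Cd22 was at 2.50 ± 0.19 at day 40, after its rise at day 14, Tlr9 was at 3.23 ± 0.14 at day 28 and 3.16 ± 0.14 at day 40, the costimulatory ligand Cd86 was at 3.04 ± 0.16 at day 28, and Vav1 was at 2.56 ± 0.11 at day 40. Cd79a was at 1.52 ± 0.30 at day 28 and 1.43 ± 0.31 at day 40. The plasma cell genes Prdm1 (1.87 ± 0.13 and 1.80 ± 0.13 at days 28 and 40), Irf4 (1.63 ± 0.20 and 1.79 ± 0.20) and Slamf7 (3.12 ± 0.14 and 3.16 ± 0.15), which activated T cells also express, stayed high. Sdc1, which encodes the CD138 that the paper stained for plasma cells, was at 0.23 at day 28 and 0.38 at day 40, short of a 2-fold change. Mzb1, a chaperone of antibody-secreting cells, was at 0.84 ± 0.36 at day 28 (adjusted p = 0.0688, limma) and was called at day 40, at 1.08 ± 0.36, and Jchain was at 0.60 ± 0.43 (adjusted p = 0.318) and 1.07 ± 0.44 (adjusted p = 0.0629).
Of the 64 B cell activation genes, 49 were higher at day 28 and 50 at day 40 (49 and 50 adjusted over the list alone, adjusted p = 0.0031856 and 0.0032376 with an estimated correlation, camera). Of the 34 genes of B cell receptor signaling, 21 and 22 were higher (21 and 22 adjusted over the list alone, adjusted p = 0.0049762 and 0.0059373). None was lower in either list. For the classical complement pathway, the C1q chains were the 3 genes higher at each day, and the call of the list at day 40 was lost with an estimated correlation (3 adjusted over the list alone, adjusted p = 0.22). Of the 36 immunoglobulin probe sets, 20 were higher at day 28 and 22 at day 40, with median log2 fold changes of 1.93 and 2.29, and 35 of 36 were above 0 at each day. Of 19 plasma cell genes outside the immunoglobulin loci, 7 and 9 were higher (7 and 10 adjusted over the list alone, adjusted p = 0.29 and 0.14), and without isograft replicate 6 these counts were 5 and 6.
The same lists were also higher in BOS allografts. At days 28 and 40, 41 and 46 of the B cell activation genes (adjusted p = 0.0073932 and 0.0064814 with an estimated correlation, 41 and 46 adjusted over the list alone) and 17 and 22 of the B cell receptor signaling genes (adjusted p = 0.012 and 0.0091417, 17 and 22 adjusted over the list alone) were higher, and of the immunoglobulin probe sets, 8, 12 and 9 were higher at days 14, 28 and 40. The RAS minus BOS difference was called for none of the immunoglobulin probe sets at days 14 and 28 and for 1 at day 40 (limma), with medians of 0.22, 0.41 and 1.20. With the isografts grouped by array level, chosen after seeing the data, these medians were 0.71, 0.83 and 1.66, with 27, 29 and 31 of 36 above 0 and 4, 0 and 1 called, and the probe sets higher in BOS were 4, 8 and 5. Without array weights, 2, 2 and 2 were higher in BOS and the difference was called for 5, 1 and 6. The median of all probe sets was then -0.50, -0.52 and -0.51 in BOS and 0.86, 0.85 and 0.83 for the difference, a shift of most genes. Without isograft replicate 1 or 3, no member of the B cell lists was called in BOS. The paper states that these terms were upregulated in the RAS model at all 3 time points. The lists used here are not GO annotation and do not test those terms themselves.

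**Figure D2:**
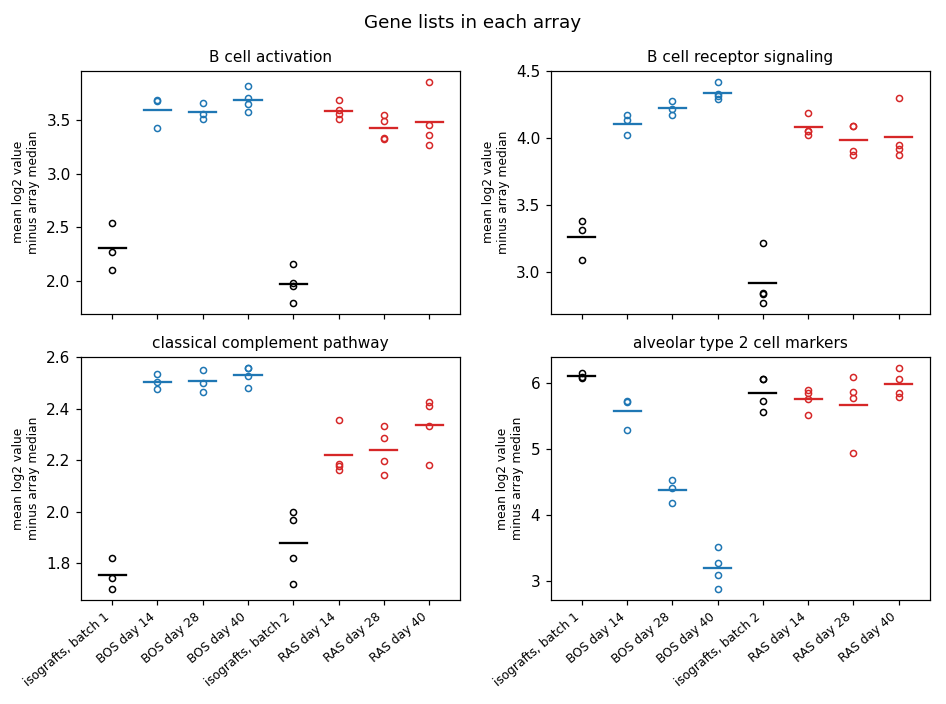
Mean log2 value of 4 gene lists in each array, relative to the array's own median (vertical axes), by group (horizontal axes), with 1 open circle per array and a line at the plain mean of the group, isografts in black, BOS in blue and RAS in red. B cell activation and B cell receptor signaling lie above the isografts in both models, and the alveolar type 2 cell markers fall in BOS to 2.88 to 3.51 at day 40.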

Volcano plots for differential expression data from day 28 for these key GO terms are shown in Figure 3B. 

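Of the 20 genes labeled in Fig. 3B, 18 are measured here by a probe set of their own, and Ighg and Igh-VJ558 are not analysed here under those names. In RAS allografts at day 28 (4 arrays against 4 isografts), the 3 chains of C1q rose, C1qb by 3.71 ± 0.17, C1qc by 3.32 ± 0.18 and C1qa by 3.17 ± 0.17. The lymphocyte genes Cd27 (3.56 ± 0.17), Foxp3, the transcription factor of regulatory T cells (3.26 ± 0.24), and Ctla4 (2.85 ± 0.18) rose as well, as did Tnf (3.57 ± 0.28), the inhibitory Fc receptor Fcgr2b (2.90 ± 0.17) and Cd300a (2.68 ± 0.20). The genes that fell were Bmx, a kinase of arterial endothelium (-2.60 ± 0.22), Foxj1, the regulator of motile cilia (-2.02 ± 0.26), Myb (-1.68 ± 0.24), the mismatch repair gene Pms2 (-1.48 ± 0.23), Cd24a (-1.07 ± 0.18) and the complement regulator Cd55b (-1.05 ± 0.24). Hpx was at -0.83 ± 0.21 (adjusted p = 0.00211, limma) and Wnt3a at -0.79 ± 0.24 (adjusted p = 0.00976), past the adjusted p but short of a 2-fold change. Cd55b fell to -0.79 without isograft replicate 6 and to -0.91 without RAS day 28 replicate 3, and Cd24a to -0.91 without the latter, all short of a 2-fold change. Without array weights Pms2 (-0.95), Cd55b (-0.76), Cd24a (-0.61) and Hpx (-0.38) were also short of it. The median of all probe sets was then 0.33, against -0.03 with weights, so these values carry a shift of most genes. A second probe set of Myb was at -0.49 (adjusted p = 0.135, limma) and not called. A second probe set of Cd24a was at -1.65 (adjusted p = 0.000189, limma), past a 2-fold change. With Slamf8, 10 of the 18 genes were higher and 6 lower.
Airway epithelial genes fell with Foxj1. Of 24 ciliated cell genes, 23 were lower at day 28 (23 adjusted over the list alone, adjusted p = 0.13 with an estimated correlation, camera), and of 13 club and secretory cell markers, 9 (10 adjusted over the list alone, adjusted p = 0.061). In BOS allografts at day 28 (3 arrays against 3 isografts), the C1q genes were at 3.52 ± 0.20 (C1qa), 3.53 ± 0.19 (C1qb) and 3.41 ± 0.20 (C1qc), Tnf at 4.09 ± 0.32, Foxp3 at 4.07 ± 0.27 and Foxj1 at -1.31 ± 0.29. The RAS minus BOS difference was called for none of the 18 genes at day 28 (limma), and was nearest to the threshold for Slamf8 (0.73 ± 0.23, adjusted p = 0.149). Leaving out isograft replicate 1 or 3 left 2 genes called in BOS at day 28.

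**Figure D3:**
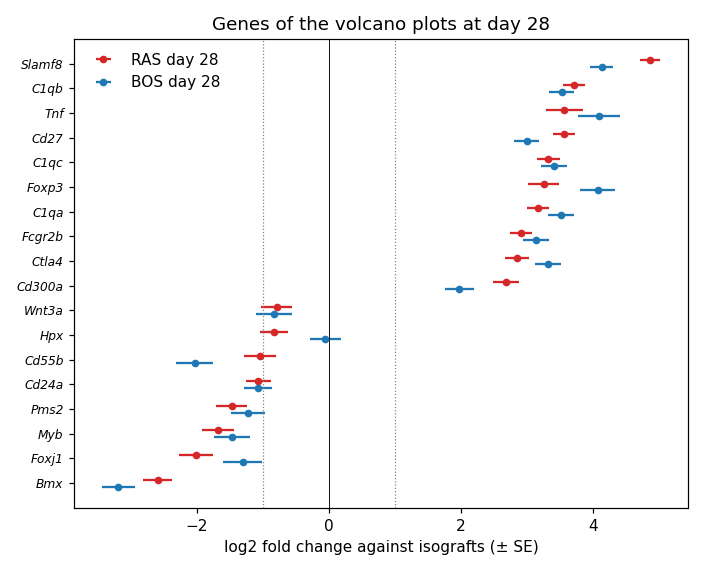
Log2 fold change against isografts at day 28 (horizontal axis, point ± standard error) of the 18 genes of Fig. 3B measured here, in RAS (red, 4 arrays) and BOS (blue, 3 arrays) allografts, with dotted lines at a 2-fold change. The points of the 2 models lie on the same side of 0 for each gene, from Slamf8 (4.86 in RAS) to Bmx (-2.60 in RAS).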

To further investigate humoral responses, we measured serum levels of DSA in isografts (B6D2F1/J → B6D2F1/J) and in BOS (B6D2F1/J → DBA/2J) and RAS (B6D2F1/J → C57BL/6J) lung allografts. High levels of donor-specific serum IgM and IgG were noted in RAS transplants. These levels were significantly higher than those noted in both isograft and BOS serum samples. No significant increase above isografts was noted in BOS samples (Figure 3C).

### Infiltration with B cells and plasma cells characterizes lung allografts in a murine RAS model.

Flow cytometry was used to investigate the infiltrating immune cell populations in the RAS allografts (Figure 4A). Increases in both CD4^+^ and CD8^+^ T cells were noted in allografts, as compared with isografts. We also observed significantly higher numbers of CD19^+^ B cells, plasma cells (CD19^–^CD138^+^), and plasmablasts (CD19^+^CD138^+^) in the allografts. Immunostaining with anti-CD3 antibody confirmed T cell infiltration at the bronchovascular bundles (Figure 4B). T lymphocytes were the predominant cell in the lymphoid aggregates, and T cell infiltration of the pleura was also noted. Immunostaining for B220 demonstrated clusters of B220^+^ B cells in the sub-bronchial location in close proximity to the smooth muscle bundles and the mesenchymal cells. B cell infiltration was also noted in the subendothelial and subpleural spaces on day 28 (Figure 4B). CD138^+^ plasma cells were noted predominantly along the bronchovascular bundles and in the pleura (Figure 4B). GL7^+^ expression, a marker characteristic of germinal centers, was also noted in the cellular aggregates localized in the peribronchial region of the RAS day 28 allografts (Figure 4C). To investigate if this evidence for humoral cell activation is unique to RAS, infiltrating B cell population in the allograft were compared between the BOS and RAS models. Significantly lower CD19^+^, CD19^+^CD22^+^, and CD19^+^CD138^+^ B cell populations were noted in the BOS model as compared with RAS allografts by flow cytometry (Supplemental Figure 2A). Immunostaining with CD138 revealed a stark difference between the 2 allografts, with no significant plasma cell infiltration in the BO lungs (Supplemental Figure 2B).

### Requisite role of humoral immune responses in pathogenesis of RAS.

To further elucidate the role of B cells in the development of RAS pathology and lung allograft fibrogenesis *μMt^–/–^* (mature B cell deficient) recipient mice were used. B6D2F1/J lung allografts transplanted into *μMt^–/–^* C57BL/6J mice were compared with B6D2F1/J allografts transplanted into WT C57BL/6J mice at day 28 after transplantation. Gross examination demonstrated ventilated allografts in *μMt^–/–^* C57BL/6J mice (Figure 5A). Flow cytometry confirmed decreased B cells in the lung allografts into *μMt^–/–^* C57BL/6J recipient mice, as compared with the RAS allografts, but no significant difference was noted in the number of CD3^+^ T cells between the 2 groups (Figure 5B). Hydroxyproline assay was used to compare total collagen expression in isografts, allografts transplanted into WT recipients, and allografts transplanted into *μMt^–/–^* hosts. Significantly lower levels of collagen were noted in allografts from *μMt^–/–^* recipients as compared with the WT recipient with levels comparable with those in the isografts (Figure 5C). Trichrome staining confirmed attenuated allograft fibrosis in allografts placed into *μMt^–/–^* recipients, with decreased pleural as well as interstitial, peribronchial, and perivascular collagen expression (Figure 5D). Other RAS-associated histologic patterns were scored by a blinded pulmonary pathologist in *μMt^/–^* and WT RAS allografts using a scoring algorithm described in Methods. *μMt^–/–^* C57BL/6J recipients demonstrated significant reduction in fibrinous exudates, macrophage infiltration, and endothelialitis with no significant difference noted in acute rejection scores (Figure 5E). A conspicuous feature was the presence of preserved endothelium in *μMt^–/–^* recipients and the absence of subendothelial plasma cell aggregates despite significant perivascular T cell infiltration (Supplemental Figure 1). Immunostaining for B cells revealed only some scattered B220^+^ cells in allografts that had been transplanted into *μMt^–/–^* mice (Figure 5F). Those B cells in the allografts into *μMt^–/–^* recipients were confirmed to be of donor origin by H2-d staining and flow cytometry (data not shown). Consistent with previous reports from our laboratory (21), we did not observe donor-specific IgM or IgG antibodies in the serum of *μMt^–/–^* allograft recipients (Figure 5G).

In addition to their role in antibody production and secretion, B cells can regulate immune responses through antigen presentation or cytokine production (22, 23). To further investigate whether B cells mediate the pathogenesis of RAS through secretion of antibodies, we used activation-induced cytidine deaminase (*AID*)/secretory μ-chain (*μs*) double-KO (*AID^−/−^μs^−/−^*) mice as allograft recipients. In these mice, B cells demonstrate a normal diverse repertoire of receptors but are unable to synthesize secretory immunoglobulins and exhibit a deficiency in plasma cells (24, 25). Notably, similar to our observations after transplantation of B6D2F1/J F1 allografts into *μMt^–/–^* B6 recipients, *AID^−/−^μs^−/−^* hosts did not develop the fibrosis that we observed in WT recipients (Figure 6, A and B). Also, the extent of lung injury was markedly decreased and fibrinous exudates were not detected (Figure 6B). Costaining for club cells with club cell secretory protein (CCSP) and myofibroblasts with α-smooth muscle actin (α-SMA) was performed in WT, *μMt^–/–^*, and *AID^–/–^μs^–/–^* recipients to investigate if disruption of the mesenchymal epithelial trophic unit is dependent upon B cells in the RAS model (Figure 7). Substantial loss of club cells was noted on days 14 and 28 in the RAS allografts (Figure 7). In stark contrast, however, CCSP expression was preserved in allografts that were placed in *μMt^–/–^* and *AID^–/–^μs^–/–^* recipients.

## Discussion

The primary cause of death after the first year of lung transplantation is chronic graft failure arising from fibrotic remodeling of the allograft subjected to repeated alloimmune and nonimmune insults (2). Small airways are a principal target of chronic allograft rejection, with BO being the most common histologic manifestation. However, a more robust form of fibrosis with involvement of the pleural, airway, and interstitial compartments is seen in RAS, a recently recognized phenotype of CLAD associated with particularly poor outcomes (5). Clinical studies have offered insight into physiological and histologic features of RAS, but pathogenic mechanisms leading to its development remain to be elucidated. In this study, by identifying an allogeneic mismatch combination in the murine orthotopic lung transplant model, which mimics histopathological changes of RAS, we demonstrate that humoral immune activation is critical in skewing the graft injury and remodeling responses toward a RAS phenotype. We provide the first evidence to our knowledge for a requisite role for B cells and secretory immunoglobulins in the development of RAS and offer key insights into the temporal evolution of allograft fibrogenesis — findings that have significant implications in clinical management of these patients.

A key finding of our study is the demonstration that humoral immune responses are requisite in the pathogenic evolution of RAS features. We have previously used F1 → parent mouse lung transplants to model BO and have demonstrated that B6D2F1/J donor lungs transplanted into parent DBA/2J mice demonstrate evolution from moderate lymphocytic infiltration to BO, with fibrosis and injury primarily confined to the bronchovascular bundles (19). The development of RAS features after transplanting the same F1 mouse into the other parent mouse (C57BL/6) pointed to differences in alloimmune responses between the 2 strain combinations. These findings have precedence in the fields of GVHD and autoimmune connective tissue diseases where transplantation of parent lymphocytes into F1 mice is used and different immune activation and disease phenotypes have been observed between F1 mice receiving the 2 parent cells (16–18). Global genome-wide comparison of the 2 models in our study revealed humoral immune response pathways as being differentially enriched in the RAS murine model, with significant upregulation of the genes in B cell activation pathways persisting over time in the RAS lungs. These findings were further substantiated by findings of marked B cell and plasma cell infiltration in RAS allografts and the presence of circulating DSA in the serum. Patients with persistent DSA are at a higher risk for developing CLAD and, more specifically, RAS (13, 14). RAS is the dominant form of allograft failure seen in patients with AMR (11), and explants from patients with RAS often demonstrate the presence of lymphoid follicles with B cells (11). While these studies have suggested a link between humoral immune responses and RAS, investigations of pathogenic mechanisms that drive this distinctive allograft pathology have been limited by the lack of a representative animal model (15). Our studies using this newly described model of RAS demonstrate a requisite role for humoral immunity in this aggressive form of CLAD presentation. Decreased allograft fibrogenesis was noted in RAS allografts transplanted into recipient lacking B cell (μMt^–/–^) or antibody secretion (AID^–/–^μs^–/–^) in our studies. Significant decreases in endothelialitis, fibrinous exudates, and macrophage infiltration were also seen in B cell–deficient mice, suggesting a role for humoral cell activation in the development of these histologic features. However, it is important to note that understanding of clinical CLAD phenotypes in human lung transplant recipients is still evolving, with underlying complex pathogenic mechanisms that cannot be fully emulated by murine models. Therefore, while our data support a more personalized approach to immunomodulation based on clinical and histopathologic characteristics, future work is needed to improve upon biomarkers of humoral immune activation and to decipher the overlap between immunological and clinical phenotypes.

We demonstrate that the B6D2F1/J → C57BL/6J model displays a spectrum of histopathological abnormalities noted in human RAS lungs, and we offer insights into the temporal evolution of this often fatal condition. The anatomic features of RAS are complex, with many different histologic patterns reported in human lungs that were either biopsied, explanted, or examined at autopsy (5, 8–10). Our ability to evaluate the lungs at various time points after transplant offered unique insights into the progression of these histopathological changes. Acute rejection with lymphocytic infiltration around blood vessels and airways has been commonly described in RAS lungs. We found that lymphocytic cellular rejection precedes and accompanies the development of other histological manifestations of RAS. Perivascular and peribronchial lymphocytic infiltrates were noted early, and significant infiltrates were still found at day 40. A unique pattern of lymphocytic aggregates in the bronchovascular bundles was identified in a significant number of allografts, similar to what has been described in human lungs with RAS. Acute fibrinous organizing pneumonia with fibrin exudates in the alveoli is a well-characterized pathologic feature of RAS (9). Fibrinous exudates were also a prominent feature in our model and were noted by day 14. They existed concomitantly with severe acute rejection, B lymphocyte and plasma cells infiltration, and endothelialitis but preceded influx of foamy macrophages, which are also a well-described feature in RAS lungs. At later time points, a higher degree of infiltration with macrophages correlated with decreased fibrinous exudates, suggesting a potential role for these macrophages in clearance of fibrin. RAS lungs have a heterogeneous appearance, and similar patterns were found in our murine lung allografts with circumscribed areas of fibrinous alveolar exudates, mostly centered around bronchovascular bundles, within areas of normal-appearing lung. Patchy ground glass opacities are a common early radiographic feature in patients with RAS and could be indicative of such a process, perhaps providing an opportunity to intervene before further evolution to fibrosis.

This newly described mouse model of RAS, in combination with our previously established model of BO (19), offers an opportunity for further mechanistic investigations into the pathogenesis of diverse CLAD endotypes. Clinically, CLAD ranges in spectrum from gradually progressive obstructive ventilatory defect arising from small airway limited fibrosis of BO, to a rapidly progressive restrictive decline pattern induced by robust pleural, interstitial, and bronchovascular bundle fibrosis of RAS (2, 26). However, the donor, recipient, and environmental factors that contribute to these diverse graft remodeling responses have remained elusive. The development of BO-like pathology in DBA/2J recipients versus RAS-like pathology in C57BL/6J recipients of the same F1 donor lung suggests a significant contribution of host factors in driving these diverse pathologies. Our present study focused on the humoral immune cell activation signature, which was found differentially in RAS versus BO allografts. However, further studies are needed to understand the mechanisms that drive this distinctive immune pathway activation in the C57BL/6J versus DBA/2J recipients. The contribution of specific differences between these species, such as decreased C5 protein in DBA/2J, need to be explored (27). Furthermore, the pathology of RAS with its distinctive features of fibrinous exudates, macrophage infiltration, and endothelial dysfunction overlaps with acute lung injury induced by diverse pulmonary pathogenic processes, including viral infections. Therefore, deciphering underlying pathogenic mechanisms in this model can also offer insight into lung injury and remodeling responses.

In summary, we describe a murine model of RAS after lung transplantation and demonstrate a critical role for humoral alloimmune responses in the pathogenesis of this phenotype. Our studies provide a window into the temporal evolution of this disease, information which can impact the care of these patients and aid in the development of biomarkers and diagnostic criteria. The unique pathogenic evolution of RAS and its dependence on B cells suggest the need for phenotype-specific therapeutic approaches.

## Methods

### Animals and orthotopic lung transplant model.

Specific pathogen–free male inbred mice B6D2F1/J (H2-b/d), C57BL/6J (H2-b), and *μMt^–/–^* mice were purchased from the Jackson Laboratory. *AID^–/–^μs^–/–^* mice were provided by Frances Lund and Troy Randall (University of Alabama, Birmingham, Alabama, USA) and Tasuku Honjo (Kyoto University, Kyoto, Japan). Both donors and recipients were mice aged between 8 and 12 weeks, and weighing 24–30 g. Isograft transplants were performed in the B6D2F1/J lungs → B6D2F1/J strain combination, and allogeneic transplants were performed in the B6D2F1/J lungs → C57BL/6J strain combination for the RAS model and B6D2F1/J lungs → DBA/2J for the BOS model. Orthotopic left lung transplantations were performed as previously described (19) using a surgical microscope (SZX16-SZX2; Olympus) with 2.1× to 34.5× magnifications for all procedures. Buprenorphine was given to recipient mice at the conclusion of the procedure and again every 12 hours until 3 days after transplant. No immunosuppressive drugs were used. Euthanasia protocols were approved by the University of Michigan IACUC were employed to sacrifice mice at 7, 14, 28, 40, and 60 days after transplantation.

### Histopathologic evaluation and IHC.

The heart and lung were removed en bloc, fixed in 10% formalin, and embedded in paraffin. Tissue sections of 5 μm thickness were stained with H&E to determine lung architecture and with Masson’s trichrome stain (NovaUltra Masson’s Trichrome Stain Kit; IHC World) in order to determine the presence of fibrosis in the lesions. Picrosirius red staining was performed as per manufacturer’s protocol (NovaUltra Sirius Red Stain Kits; IHC World). From each Picrosirius red–stained section, 4 random fields with bronchovascular bundles were imaged with an objective lens magnification at 10× and analyzed using ImageJ (ver. 1.52p; NIH) and a slightly modified protocol (28). To maintain uniform image size and scale, the scale was set as micrometers (Analyze → Set Scale). In order to isolate red-stained collagen, we changed the image type to RGB Stack that yields the gray-scale images of the channels (Image → Type → RGB Stack). In the Green channel, we set the threshold at 0–87 (Image → Adjust → Threshold). We recorded the area, area fraction, limit to threshold, and display label (Analyze → Measure). This morphometric assessment of collagen deposition was analyzed on GraphPad Prism (ver. 8.0.0). The pleural thickness was determined by measuring the distance between the pleural surface and the mesothelial basement membrane (29), in Masson’s trichrome–stained lung sections using ImageJ (ver. 1.52p) on 4 fields per slide (*n* = 4 representative sections per group). The micrograph of the entire lung was used to map some of these histological features.

Grading for histologic features was performed by pulmonary lung transplant pathologists on a scale of 0–3 in a blinded manner (30). The ratio of the average score across all samples to the highest score for the observed histologic feature was expressed as a heatmap (Figure 2C) with a fold change ranging from 0 to 1.0, wherein 1.0 represents severe phenotype. A categorical variable of presence of a histologic feature (defined as grade > 0) was used to determine percent incidence at each time point (Supplemental Table 1).

IHC staining was performed according to standard laboratory procedures using the following primary antibodies: rabbit anti-CD3 polyclonal antibody (1:500; Abcam), rabbit anti-B220 polyclonal antibody (1:400; Abcam), rabbit anti-CD138 (1:20; Thermo Fisher Scientific), and anti-GL7 (1:200; BioLegend), mouse anti–α-SMA (1:20; MilliporeSigma), and rabbit anti-CCSP (1:100; Abcam). Imaging was performed with an Olympus BX41 microscope connected to an Olympus DP20 camera.

### Collagen assay (hydroxyproline) and elastin ELISA.

Lung explants were homogenized in 1 mL of PBS; 1 mL of 12N HCl was added to the homogenate, and the samples were hydrolyzed at 120°C for 24 hours. A total of 5 μL of each sample was combined with 5 μL citrate/acetate buffer (238 mmol/L citric acid, 1.2% glacial acetic acid, 532 mmol/L sodium acetate, and 85 mmol/L sodium hydroxide) in a 96-well plate. A total of 100 μL of chloramine T solution (0.282 g chloramine T to 16 mL of citrate/acetate buffer, 2.0 mL of n-Propanol, and 2.0 mL double-distilled H_2_O) was then added for 30 minutes at room temperature followed by 100 μL of Ehrlich’s reagent (2.5 g paradimethylamino benzaldehyde added to 9.3 mL of n-Propanol and 3.9 mL of 70% perchloric acid), and incubation at 65°C for 30 minutes followed. The absorbance of each sample was measured at 550 nm. Standard curves for the experiment were generated using known concentrations of the hydroxyproline reagent (MilliporeSigma). RAS lung allografts were homogenized in PBS, and the homogenates were centrifuged at 10,621*g* for 10 minutes at 4°C. Supernatants were stored in –80°C until analyzed for elastin using a modified protocol (31).

### Flow cytometry and cell sorting.

Multichannel flow cytometric analysis was used to quantify inflammatory cell infiltration. Single-cell suspensions enriched for lung leukocytes were obtained from perfused and collagenase A–digested lungs and immunostained for 30 minutes with specific conjugated antibodies (BD biosciences) or isotype-matched controls at recommended concentrations. Stained cells were analyzed by flow cytometric analysis on a BD LR Fortessa (Becton Dickinson), and FlowJo software was used to calculate specific immune populations using established gating strategies. Initial gates were selected for CD45^+^ leukocytes, with subsequent gating to identify T cell populations that include CD3^+^, CD4^+^, and CD8^+^ T cells and to identify B cell populations that include CD19^+^ B cells, CD19^+^CD22^+^ activated B cells, CD19^+^CD138^+^ plasmablasts, and CD19^–^CD138^+^ plasma cells.

### Serum alloantibody titers.

Using a previously published protocol (21), 200 μL of PBS with 0.5% BSA and 0.02% sodium azide (PBA) containing 2 × 10^6^ thymocytes of donor origin (DBA/2J for isografts and RAS model; C57BL/6J for BOS model) were mixed with 200 μL of serially diluted serum for 1 hour at 4°C with frequent agitation. After 3 washes with PBA, cells were stained for 30 minutes at 4°C with 100 μL of PBA containing 1 μL of polyclonal fluorochrome–conjugated goat anti–mouse IgM (μ chain specific) or anti–mouse IgG (Fcγ fragment specific) (Jackson ImmunoResearch; catalog 115-116-075 and 115-095-071, respectively). Cells were analyzed on a FACScan (BD Biosciences), and FlowJo software (FlowJo) was used to calculate the median fluorescence intensity.

### Microarray analyses.

RAS allografts were homogenized, subjected to RNA isolation (74104, QIAGEN) and removal of DNA contamination (79254, QIAGEN). The RNA was then subjected to Affymetrix Microarray analyses using GeneTitan Mouse Gene 2.1 ST plate with the Affymetrix Plus reagent kit. RAS data and data previously collected from BOS models (unpublished, GeneTitan Mouse Gene 2.1 ST plate with the Affymetrix Plus reagent kit) were normalized using a robust multiarray (RMA) average for each gene (32). A weighted linear model designed for microarray analysis (33) was fit to the data to compute differential expression statistics between allograft and isograft data for each time point for the RAS and BOS transplant models, with year of data collection included in the model to account for batch effects. Samples were then weighted based on a gene-by-gene update algorithm designed to down-weight chips that are considered less reproducible (34). Probe sets were filtered to exclude probes with a variance of less than 0.05 and were limited to probe sets listed as “main” by Affymetrix. Differential expression was called using a fold-change threshold of > 2 or < –2 and a FDR-corrected *P* < 0.05 (35). The resulting differential expression data were uploaded to iPathway Guide (Advaita) for functional enrichment analysis (36). After *P* values were adjusted for multiple comparisons using FDR, tables of GO term (37, 38) enrichments for each time point were downloaded, including all terms (Supplemental Table 2) and limited to terms found to be enriched in RAS but not BOS (Supplemental Table 2). Volcano plots for RAS data were generated for GO:0042113, GO:0050853, GO:0002455, GO:0006958 using ggplot2 (ver. 3.2) (39) from tables of unfiltered log fold change (log_FC_) and FDR-adjusted *P* values for all genes annotated for that GO term at each time point. All analysis and graphics were generated in R (ver. 3.4.0 or ver. 3.6.1) unless otherwise indicated. Statistical comparisons of the distributions of log_FC_ between a pair of time points was compared using paired, 2-tailed *t* test.

### Accession numbers.

Microarray data were deposited in the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/), with accession no. GSE158057 for data presented in Figure 3.

### Statistics.

The Student’s 2-tailed *t* test was used to determine *P* values when comparing 2 groups. When comparing 3 or more groups, 1-way ANOVA was performed with a post hoc Bonferroni test to determine which groups showed significant differences, unless otherwise specified. *P* < 0.05 was considered significant using GraphPad Prism (ver. 8.0.0) for Windows 64-bit.

### Study approval.

All experiments were performed according to protocols approved by the University of Michigan IACUC.

## Author contributions

Conceptualization and experimental design were contributed by YA, NMW, KM, and VNL. Data acquisition, analysis, and interpretation were contributed by NMW, YA, KM, RRB, AL, DSW, RV, RH, WL, DK, JM, CFF, and VNL. Drafting of the manuscript was contributed by KM, RV, MPC, DK, and VNL.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
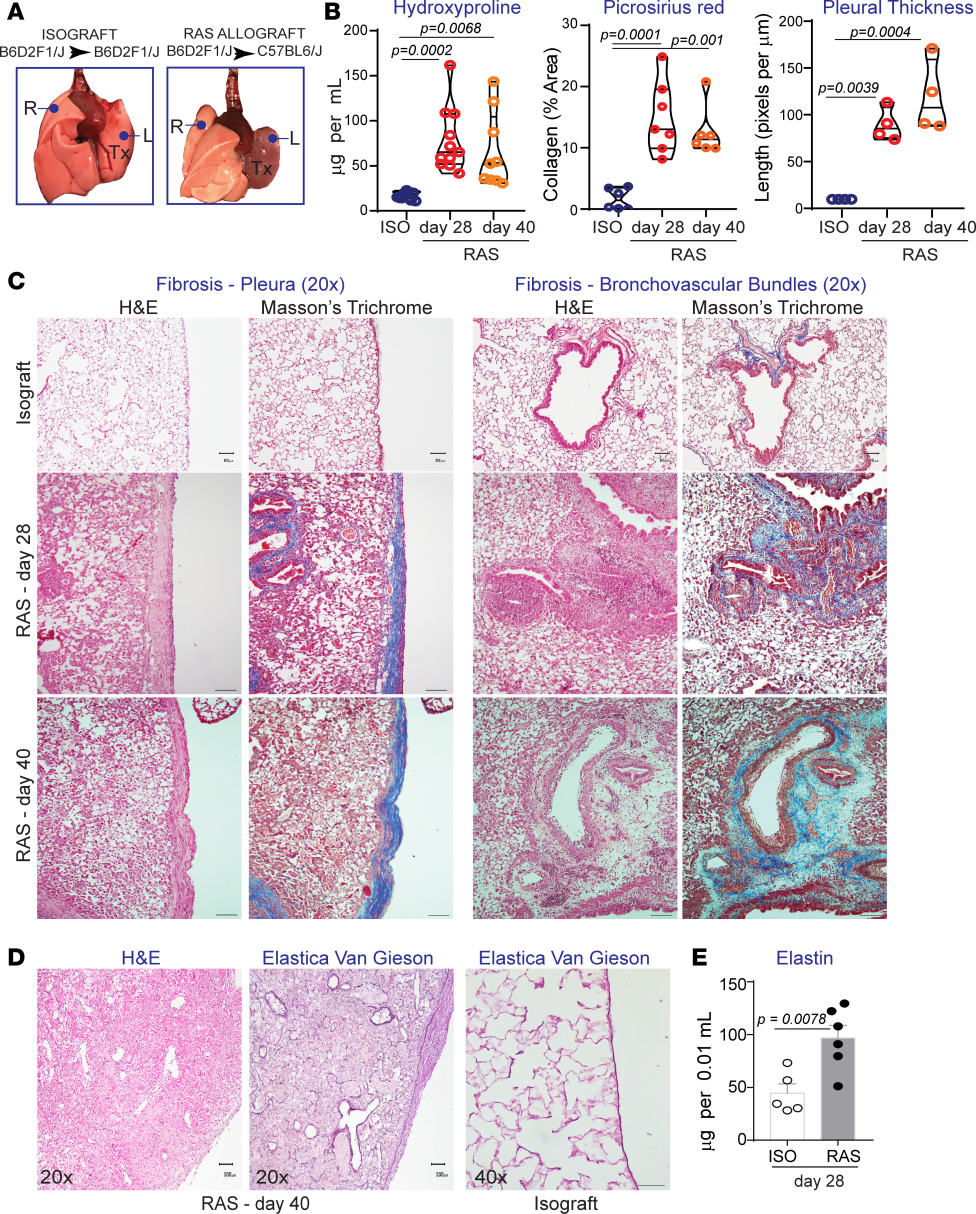
Murine orthotopic lung transplant model of F1 → parent (B6D2F1/J → C57BL/6J) strain combination develop chronic rejection. Single left lung transplants were performed (isografts, B6D2F1/J → B6D2F1/J; RAS allografts, B6D2F1/J → C57BL/6J) and lung explants were either used to obtain lung homogenate (hydroxyproline and elastin assay) or were paraffin embedded for histology (H&E, trichrome and Picrosirius red staining). (**A**) Gross histopathology of control isograft and RAS allograft lungs, showing the transplanted lung on the left (L) and the native recipient lung on the right (R). The isografts were pink and inflated, while the allografts appeared dark and shrunken. (**B**) Quantitative assessment of fibrosis in lung allografts. Hydroxyproline content in graft lung homogenates was measured in triplicates and repeated twice (*n* = 10 isografts, 11 day 28 allografts, 9 day 40 allografts). Collagen staining intensity was measured in tissue sections stained with Picrosirius red using NIH ImageJ. Isografts (day 28), *n* = 6; RAS allografts (day 28), *n* = 7; RAS allografts (day 40), *n* = 6. Pleural collagen was detected in Masson’s trichrome–stained sections, and thickness of this collagen rind was measured using NIH ImageJ. *n* = 4 mice per group. One-way ANOVA with post hoc Dunnett’s. (**C**) Representative sections with H&E and trichrome staining (blue) demonstrating pleural and bronchovascular bundle fibrosis in allografts at day 28 and 40 after transplantation. *n* = 9 transplanted mice were used for histology in each group. Scale bars: 40 μm. (**D**) Elastica Van Gieson staining demonstrating elastin deposition along the pleura and interstitium in a day 40 allograft, compared with the isograft.(*n* = 5 isografts and 6 day 40 allografts). Scale bars: 300 μm. (**E**) Elastin was quantified in the transplant lungs harvested at day 28; *n* = 5 isografts and 6 RAS allografts. Unpaired, 2-tailed *t* test. Data are expressed as mean ± SEM.

**Figure 2:**
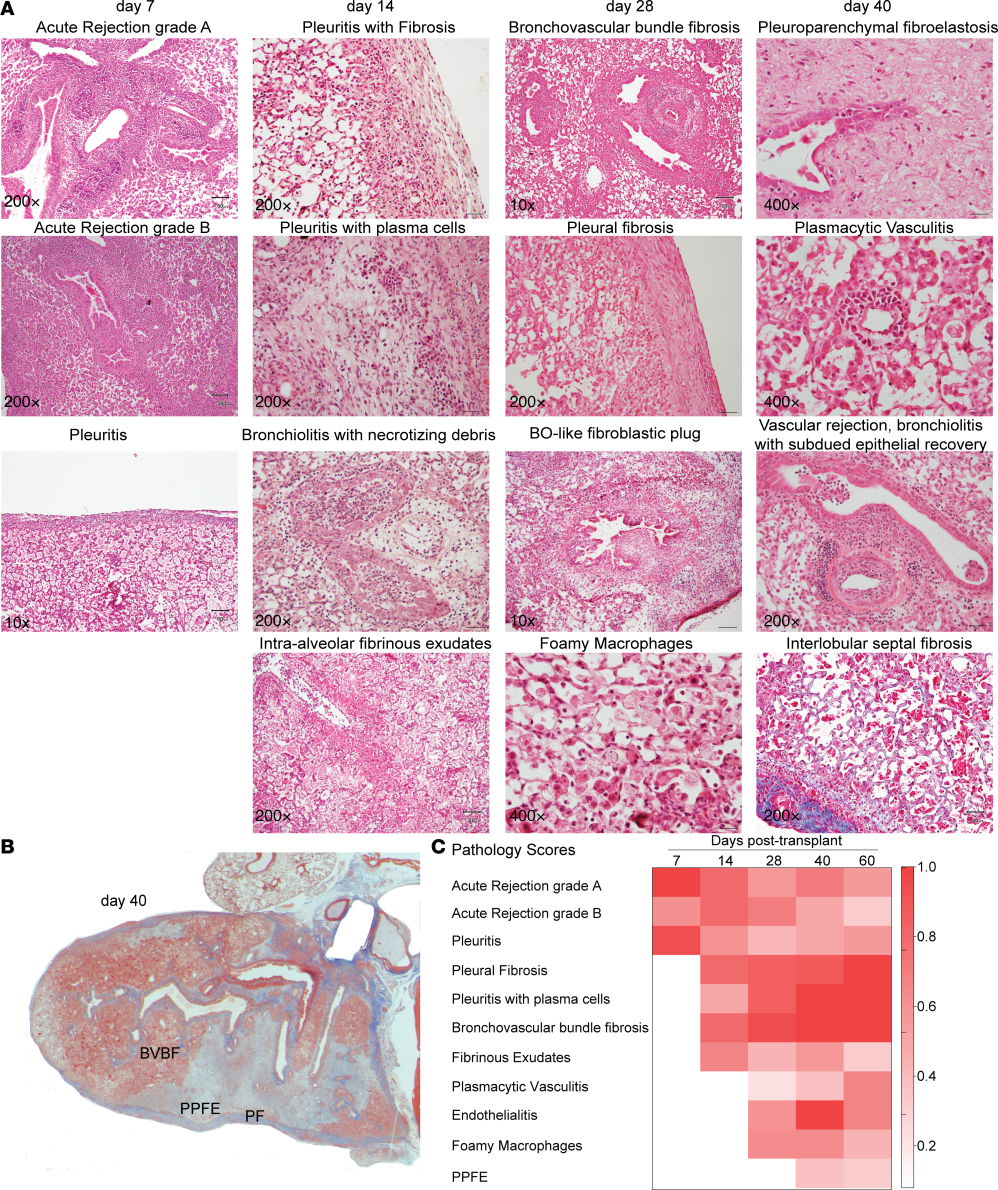
B6D2F1/J → C57BL/6J transplant lungs demonstrate a spectrum of histopathological characteristics of RAS. (**A**) Summary of the histologic characteristics on allograft lungs examined on posttransplant days 7, 14, 28, and 40. Mononuclear cell infiltration of the vessels (acute rejection), airways (lymphocytic bronchiolitis), and pleura (pleuritis) was noted at day 7. Day 14 allografts demonstrated further increase in pleural thickness with plasma cell infiltration and evolving fibrosis. Another prominent feature was development of patches of intraalveolar fibrinous exudates. Fibrosis along the bronchovascular bundles and pleura with occasional fibroblastic plugs in the airway lumen was a key feature at day 28. Alveolar spaces were marked by presence of foamy macrophages. Endothelialitis with evidence of plasma cell infiltration was noted beginning at day 28, and plasmacytic vasculitis marked day 40 allografts. Other findings at this time point included severe pleural fibrosis, along with interlobular septal thickening and fibrosis. Pleuroparenchymal fibroelastosis (PPFE) was noted in some allografts. Bronchovascular bundles demonstrated persistent rejection with epithelial injury. Photomicrographs represent 6–9 mice in each group and were validated by a board-certified pathologist. Lung explants marked for histology at 28 and day 40 overlap with samples shown in Figure 1. New transplants were performed for day 7 and 14 after transplant. Scale bar: 80 μm (original magnification, 200×). (**B**) Photomicrograph of the entire RAS allograft lung with Masson’s trichrome collagen staining (in blue) is shown at day 40. Fibrosis is seen emanating from the pleura and along the bronchovascular bundles. Concomitant histology features included intraalveolar fibrinous exudates and acute rejection. BVBF, bronchovascular bundle fibrosis; PPFE, pleuroparenchymal fibroelastosis; PF, pleural fibrosis. (**C**) Quantitative representation of the histologic characteristics and pathology scores over time after transplant. Average score divided by the highest score at each time point, is presented as a fold-change of 0–1.0 in the heatmap (*n* = 3–9 in each group).

**Figure 3:**
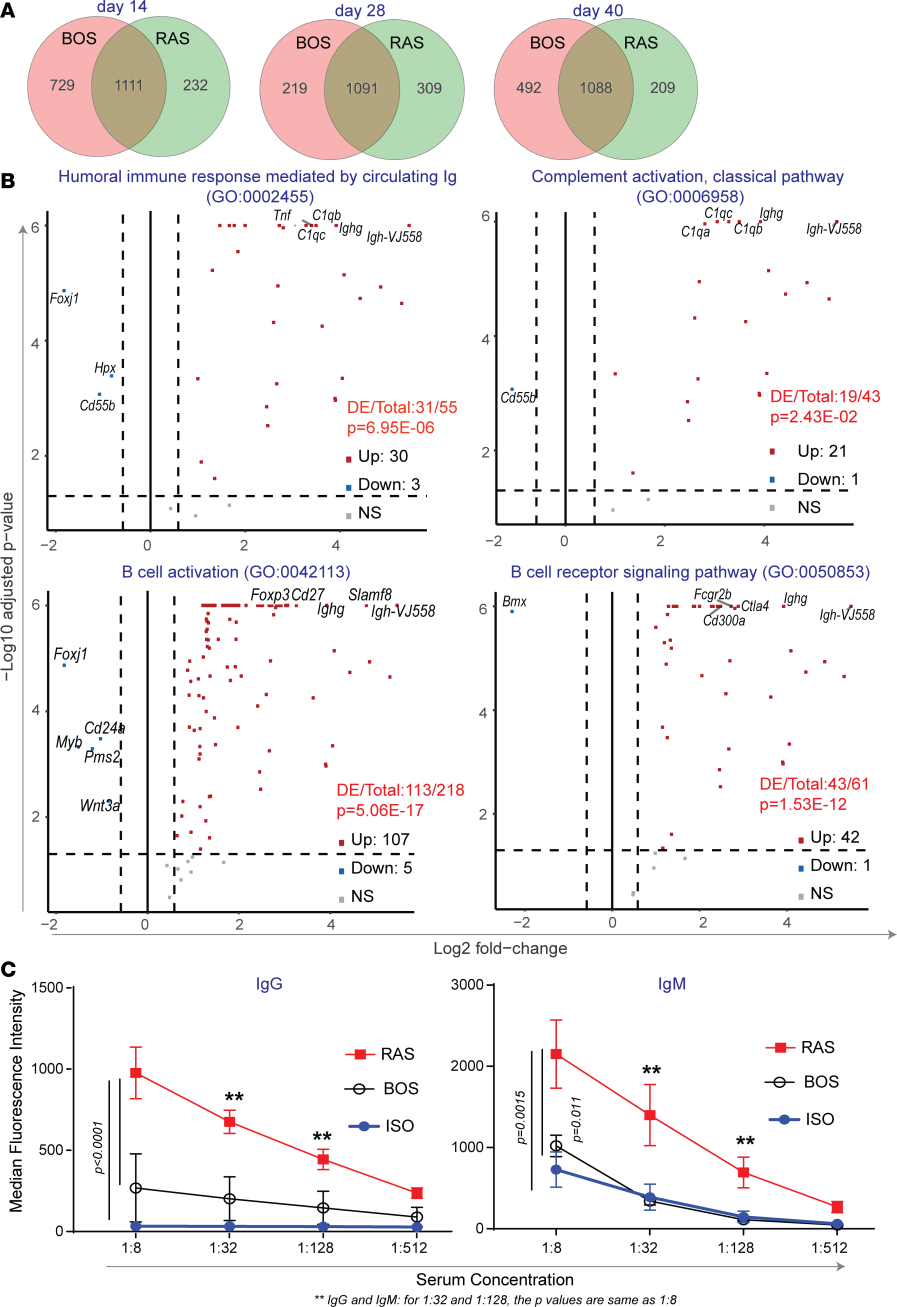
Gene expression signatures reveal differential humoral immune responses unique to RAS allografts. (**A**) Comparisons of significantly enriched GO terms from microarray analyses for RAS and BOS allografts indicated both unique and overlapping affected biological functions. (**B**) Volcano plots showing gene expression impacts for day 28 RAS allografts for the 4 GO terms of interest; dashed lines correspond to absolute fold difference of –1.5 and 1.5, and labels indicate the top 5 of all significantly upregulated genes (red dots) and downregulated genes (blue dots). Total number of differentially expressed (DE) genes and *P* value for each GO term are also reported in Table 1. *n* = 4 per group per time point. (**C**) Serum alloantibody titers of donor-specific IgG and IgM antibodies in day 28 isografts and RAS and BOS allografts. *n* = 4–8 per group. Values are expressed as mean ± SEM. One-way ANOVA with post hoc Bonferroni. **P < 0.01.

**Figure 4:**
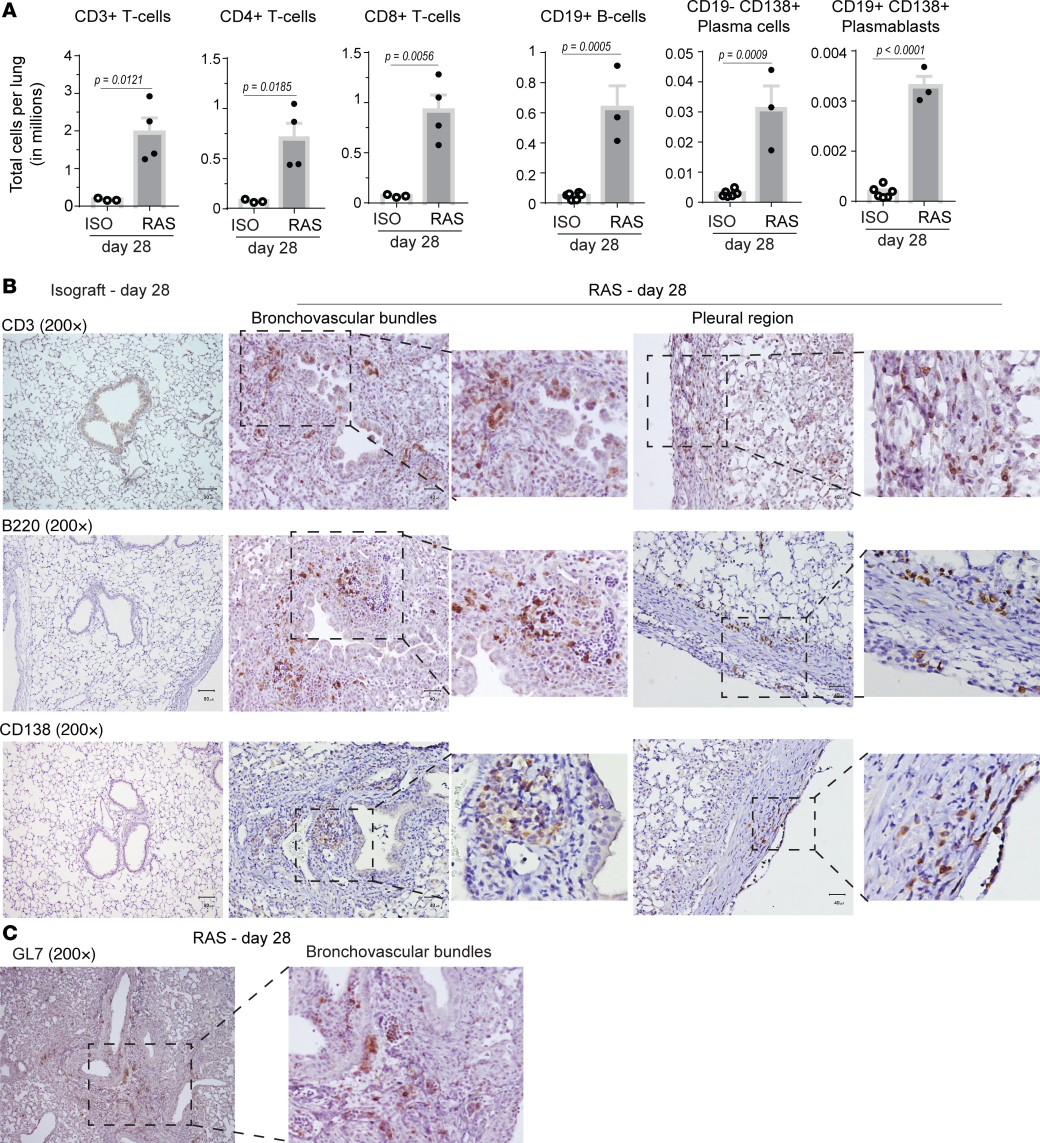
Immunophenotyping and localization of infiltrating cell populations in RAS allografts. (**A**) Single cell suspensions of lung isografts (*n* = 3–6) and allografts (*n* = 3–4) at day 28 after transplant were immunostained and analyzed by flow cytometry to quantitate infiltrating T cells (CD3^+^, CD4^+^, CD8), B cells (CD19^+^), plasma cells (CD19^–^CD138^+^) and plasmablasts (CD19^+^CD138^+^). Data are shown as mean ± SEM, tested using unpaired *t* test. (**B**) Histochemical immunostaining for CD3^+^ (T cells), B220^+^ (B cells), and CD138^+^ (plasma cells) was performed on tissue sections from transplanted lungs marked for histology (*n* = 3 isografts; 5–7 allografts). Representative images demonstrating immune cell infiltration along the bronchovascular bundle and the pleura in day 28 RAS allografts are shown. (**C**) Staining for germinal center marker GL7^+^ cells in a RAS allograft at day 28 is shown. *n* = 5 per group. Scale bars: 40 μm.

**Figure 5:**
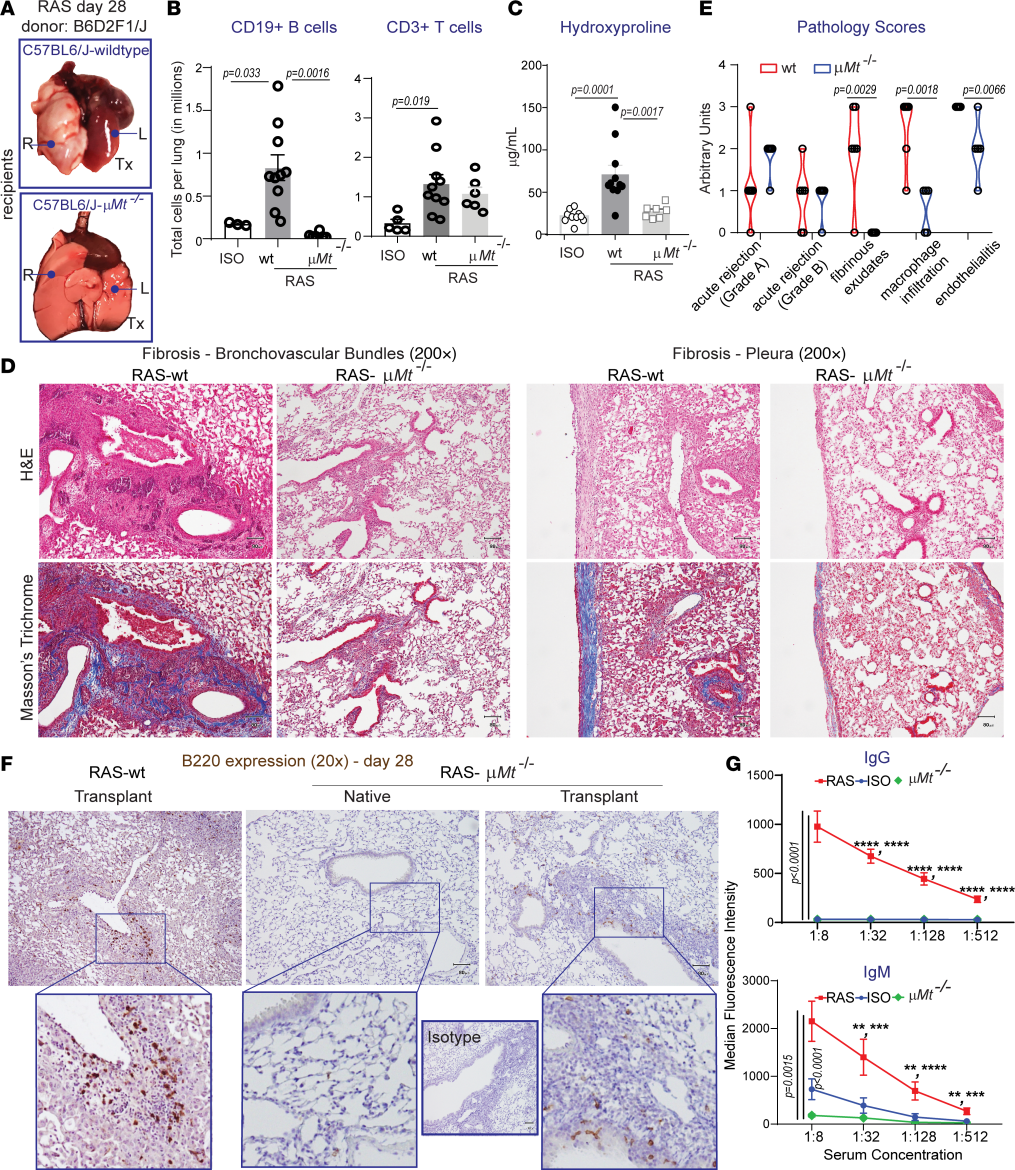
Requisite role for mature B cells in chronic lung allograft rejection leading to RAS. (**A**) Gross histopathological images of *μMt^–/–^* allografts (B6D2F1/J → *μMt^–/–^* C57BL/6J) compared with control allografts (B6D2F1/J → C57BL/6J). Left lung (L), allograft; right lung (R), native lung. (**B**) CD19^+^ B cells and CD3^+^ T cells were analyzed by flow cytometry in lungs of isografts, WT RAS and *μMt^–/–^* RAS allograft recipients. *n* = 3–5 isografts, 10 RAS allografts and 6 RAS allografts with *μMt^–/–^* recipients. Data are shown as mean ± SEM, tested using 1-way ANOVA and Bonferroni. (**C**) Collagen content quantitation by hydroxyproline assay. *n* = 10 isografts, 11 RAS allografts and 7 RAS allografts with *μMt^–/–^* recipients. Data are shown as mean ± SEM, tested using 1-way ANOVA and Bonferroni. (**D**) Compared with RAS lung allografts, histopathological images of *μMt^–/–^* lung allografts show less fibrosis in the bronchovascular bundles and the pleura. Photomicrographs are representative images from 5 mice. Scale bars: 40 μm. (**E**) RAS associated histologic patterns were scored by a blinded pulmonary pathologist in *μMt^–/–^* and WT RAS allografts on a scale of 0–3. Pathology scores are expressed as median along with all data points; *n* = 6 each, and significance was tested using Holm-Šidák method. (**F**) B cells in the allograft of *μMt^–/–^* recipient mice were evaluated by IHC staining with anti-B220 antibody. Staining in RAS allografts as characterized in Figure 3 is shown for comparison. Scale bars: 40 μm. (**G**) Donor-specific IgG and IgM levels measured in the serum derived from isograft, WT RAS allografts, and RAS allograft in *μMt^–/–^* recipients. Serum samples used for analysis of isografts and RAS allografts were also used for analysis displayed in Figure 3C. *n* = 4–8 mice per group. Data are shown as mean ± SEM, tested using 1-way ANOVA and Bonferroni. **P = 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
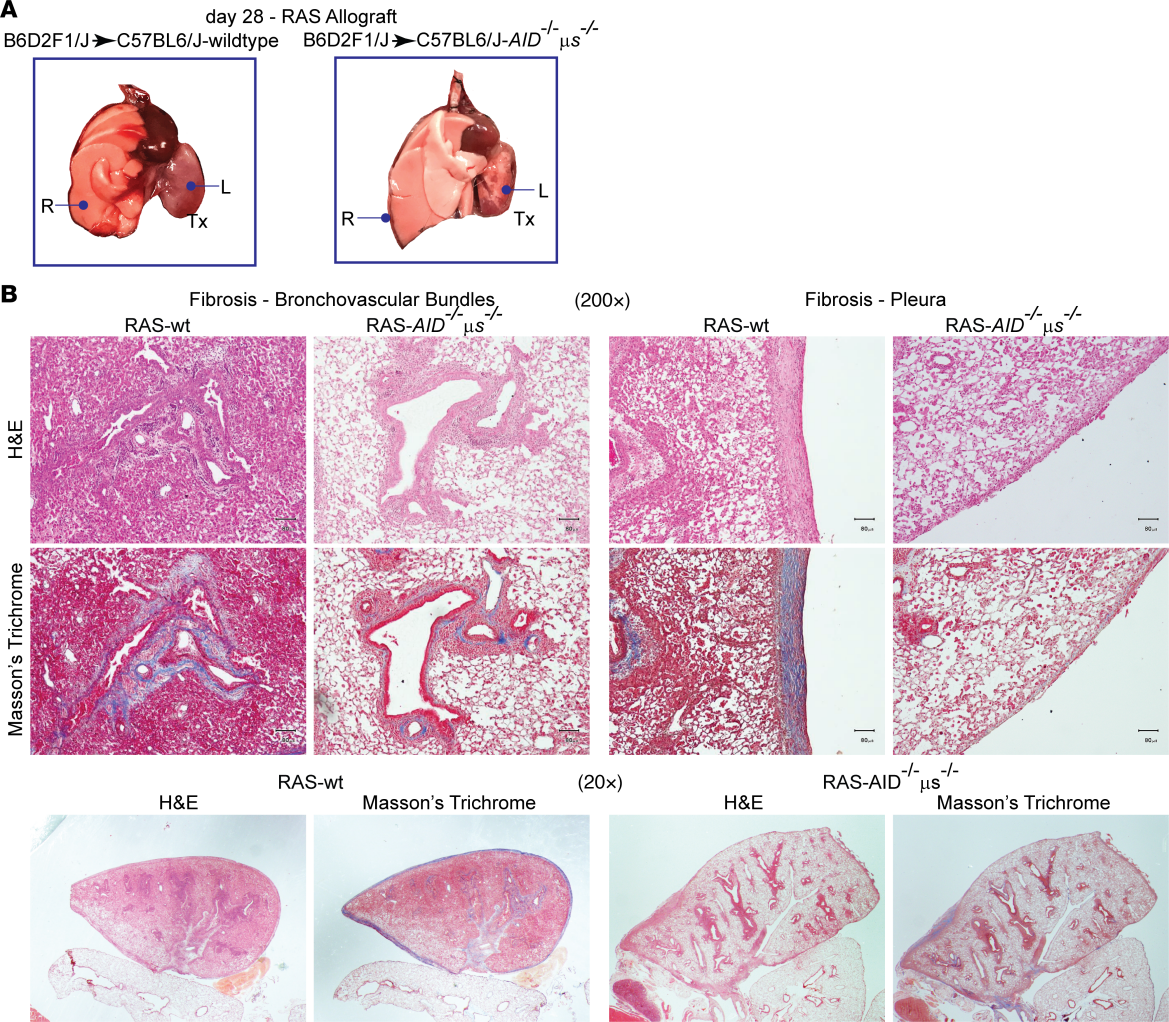
Role of secretory immunoglobulins in the pathogenesis of RAS. (**A**) Gross images of *AID*^–/–^ *μs*^–/–^ allografts (B6D2F1/J → *AID*^–/–^*μs*^–/–^ C57BL/6J) compared with WT allografts (B6D2F1/J to C57BL/6J). Left lung (L), allograft; right lung (R), native lung. (**B**) H&E and trichrome staining of allografts transplanted into WT and *AID*^–/–^ *μs*^–/–^ recipients. Photomicrographs are representative of at least 5 different transplanted mice. Scale bars: 80 μm (original magnification, 10×). Lower panel demonstrates the entire transplanted lung under 2× magnification with control RAS lungs (B6D2F1/J → C57BL/6J), demonstrating thick pleural rind and fibrosis emanating along the bronchovascular bundle. B6D2F1/J → *AID*^–/–^ *μs*^–/–^ C57BL/6J allografts demonstrated substantial protection from fibrosis with preservation of lung ventilation.

**Figure 7:**
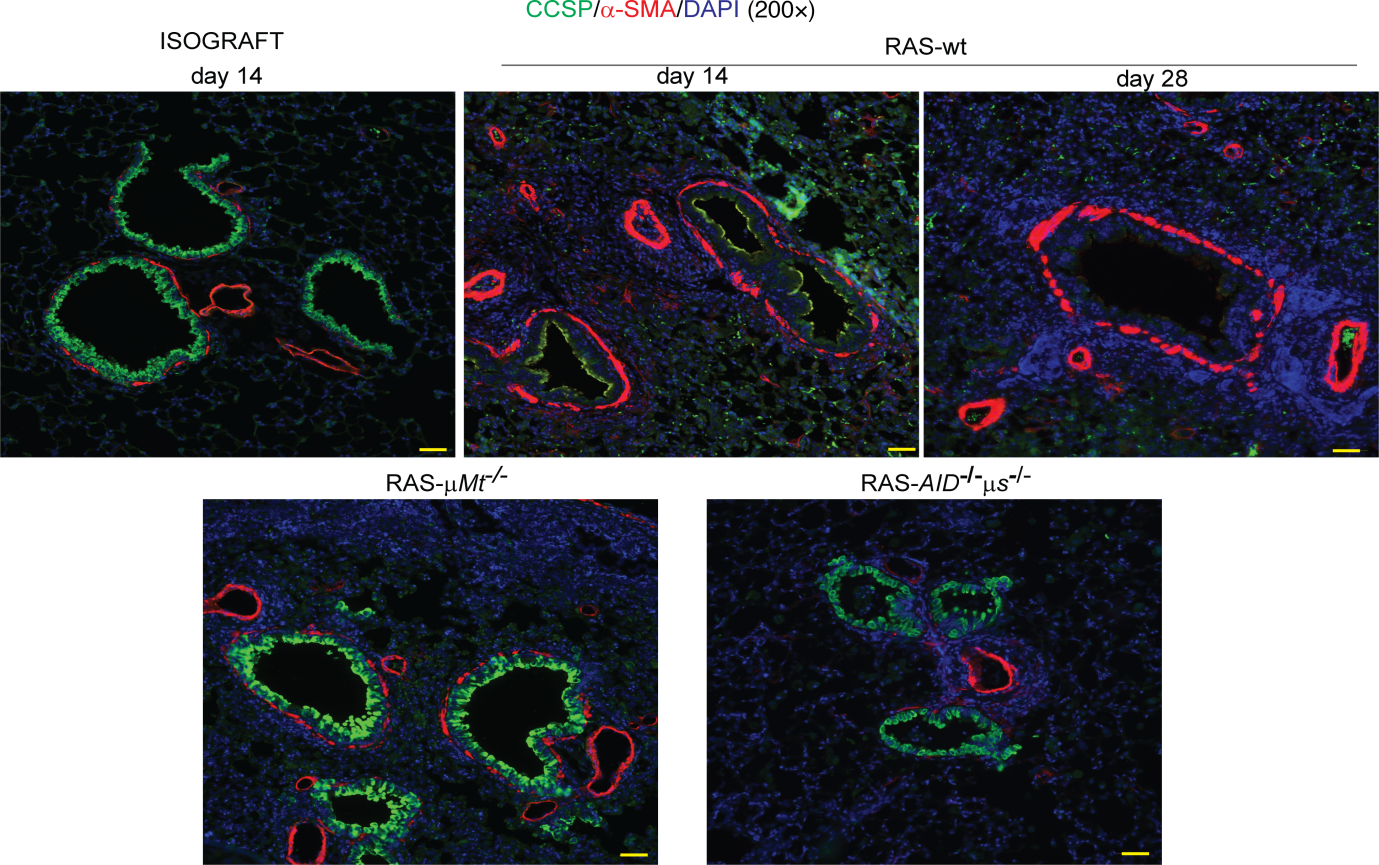
Epithelial mesenchymal tropic unit as a target of humoral immune responses in RAS. Dual immunofluorescent staining demonstrating loss of CCSP expression in bronchial epithelial cells in RAS allografts, along with expansion of α-SMA expressing mesenchymal cells in the subbronchial space. RAS allografts transplanted into *μMt^–/–^* and *AID*^–/–^ *μs*^–/–^ recipient mice demonstrated preservation of CCSP expressing bronchial epithelial cells. *n* = 3 in each group. Scale bars: 40 μm.

**Table 2:**
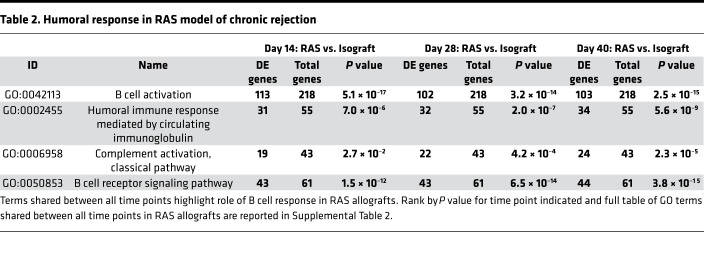
Humoral response in RAS model of chronic rejection

**Table 1:**
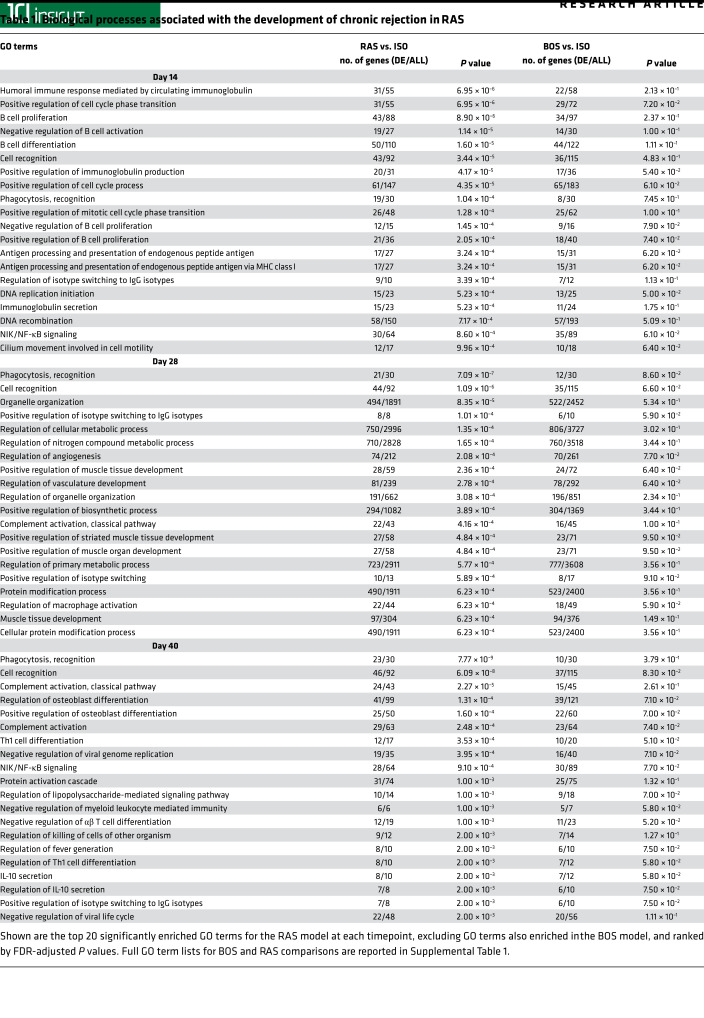
Biological processes associated with the development of chronic rejection in RAS

## Version 1 12/03/2020

Electronic publication

# Supplementary material for: Humoral immune responses mediate the development of a restrictive phenotype of chronic lung allograft dysfunction
**Source:** JCI Insight. 2020 Dec 3;5(23):e136533. doi: 10.1172/jci.insight.136533
**Supplement:** Supplemental data

Humoral Immune Responses Mediate the Development of a Restrictive Phenotype of Chronic Lung Allograft Dysfunction

Keizo Misumi¹, David S. Wheeler¹, Yoshiro Aoki¹, Michael P. Combs¹, Russell R. Braeuer¹, Ryuji Higashikubo², Wenjun Li², Daniel Kreisel², Ragini Vittal¹, Jeffrey Myers³, Amir Lagstein³, Natalie M. Walker¹, Carol F. Farver³ and Vibha N. Lama¹

Running Title: Humoral Immunity in RAS

Corresponding Address:

Vibha N. Lama, M.D., M.S.

Henry Sewall Research Professor of Pulmonary and Critical Care Medicine

Professor of Internal Medicine

Associate Chief, Division of Pulmonary & Critical Care Medicine

University of Michigan Health System

RAS allograft day 28

Artery with Endothelialitis

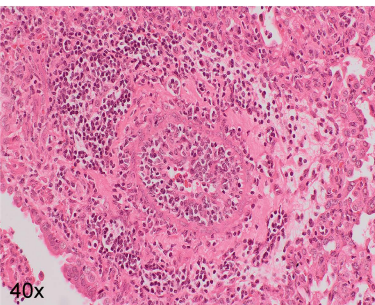

Vein with Endothelialitis

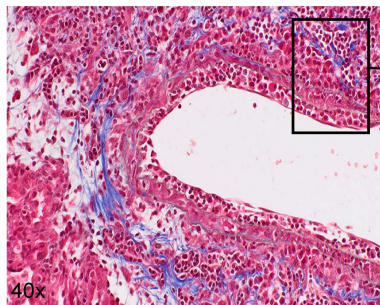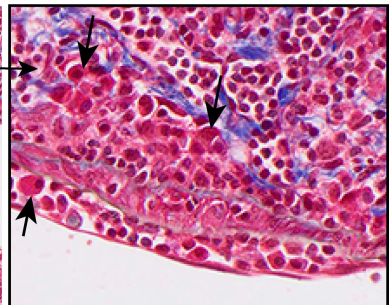

Vein with Endothelialitis

RAS-wt

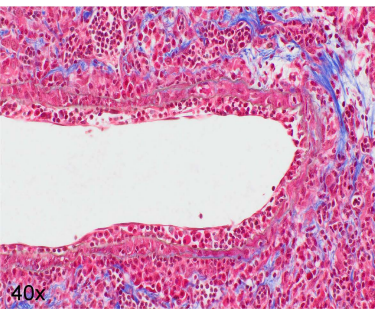

RAS- μ Mt^{-/-}

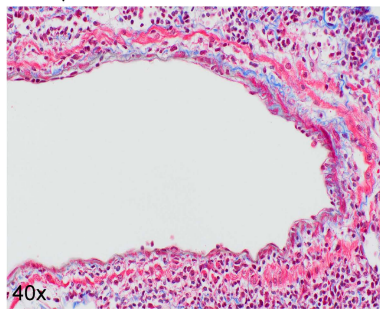

A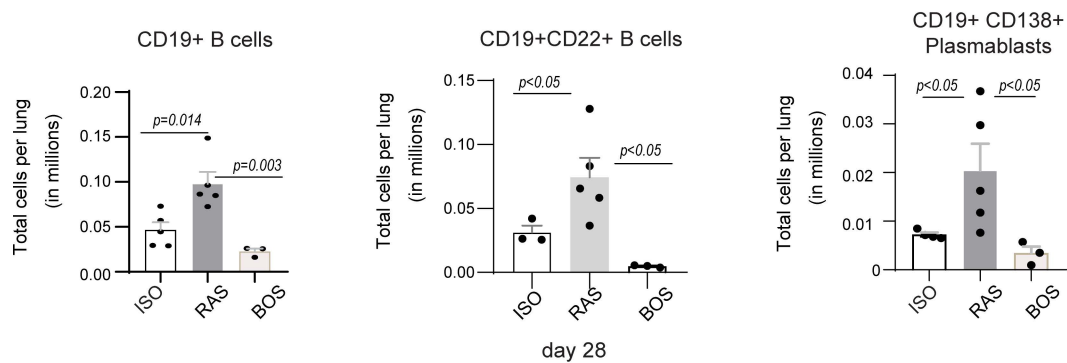**B**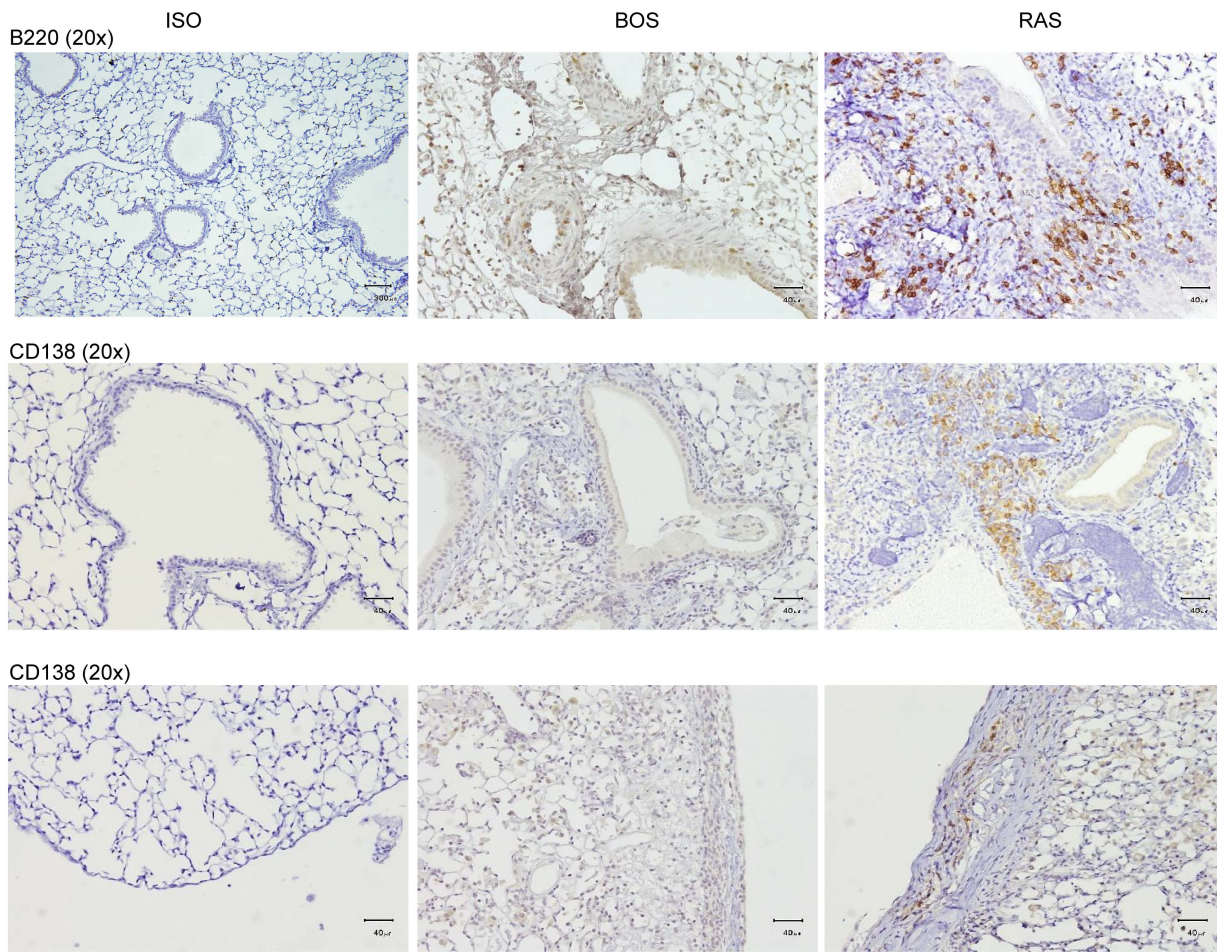

Supplemental Table 1. Percent incidence of histological features at various time points in the RAS allografts.

Days post-transplant	7	14	28	40	60
Acute rejection: A	100%	100%	100%	100%	100%
Acute rejection: B	100%	100%	100%	100%	100%
Pleuritis	100%	100%	100%	100%	100%
Pleural fibrosis (PF)	17%	100%	100%	100%	100%
Pleuritis with plasma cells	0%	60%	90%	100%	100%
Broncho vascular bundle fibrosis (BVBF)	0%	100%	100%	100%	100%
Fibrous exudates (FE)	0%	100%	70%	88%	33%
Plasmacytic vasculitis	0%	0%	70%	88%	100%
Endothelialitis	0%	0%	60%	100%	67%
Foamy macrophages	0%	0%	80%	88%	67%
PPFE	0%	0%	0%	25%	33%

The ratio of the number of mice that presented the specific histopathological features in Figure 2C at each timepoint to the total number of mice in the group.

Supplemental Table 2 Key. Comparisons of the full GO term lists for BOS and RAS allografts.

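Supplemental Table 2 lists, for each GO term, how many genes annotated to it were differentially expressed, how many were measured and the FDR-adjusted p, once for RAS and once for BOS. In the copy read here, the list of terms enriched in RAS and not BOS held 232 terms at day 14, 309 at day 28 and 209 at day 40, and each had an adjusted p under 0.05 in RAS and of 0.05 or more in BOS. These are the paper's values. Such a list separates terms by a threshold in each model and holds no test of the difference. The adjusted p in BOS was under 0.1 for 73, 100 and 80 of these terms. For most terms the number of genes measured was larger for BOS than for RAS (212, 281 and 188 terms). The key to the table gives hours where the paper gives days.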

GO term enrichment results for Biological Processes downloaded from iPathway Guide report (Advaita: <https://ipathwayguide.advaitabio.com>)

Column Key:

GO_Id	=	GO term ID number
goName	=	GO term name
countDE	=	DE gene count in GO term for comparison
countAll	=	Total measured gene count for comparison in GO term
pv_fdr	=	FDR corrected p-value for overrepresentation analysis

Table descriptions

RAS-BOS Day 14 GO terms = GO terms enriched in RAS (B6D2F1/J -> C57BL/6J), 14 hour timepoint, excluding GO terms also enriched in BOS (B6D2F1/J -> DBA2J), 14 hour timepoint; iPathway Guide enrichment analysis

RAS-BOS Day 28 GO terms = GO terms enriched in RAS, 28 hour timepoint, excluding GO terms also enriched in BOS, 28 hour timepoint; iPathway Guide enrichment analysis

RAS-BOS Day 40 terms = GO terms enriched in RAS, 40 hour timepoint, excluding GO terms also enriched in BOS, 40 hour timepoint; iPathway Guide enrichment analysis

RAS_BOS Day 14 GO Terms

GO_id	goName	RAS_Day14_countDE	RAS_Day14_countAll	RAS_Day14_pv_fdr	BOS_Day14_countDE	BOS_Day14_countAll	BOS_Day14_pv_fdr
GO:0002455	humoral immune response mediated by circulating immunoglobulin	31	55	6.94933E-06	22	58	0.212651549
GO:1901989	positive regulation of cell cycle phase transition	31	55	6.94933E-06	29	72	0.072230941
GO:0042100	B cell proliferation	43	88	8.90139E-06	34	97	0.236991882
GO:0050869	negative regulation of B cell activation	19	27	1.13799E-05	14	30	0.099512844
GO:0030183	B cell differentiation	50	110	1.60369E-05	44	122	0.110664582
GO:0008037	cell recognition	43	92	3.44093E-05	36	115	0.482610776
GO:0002639	positive regulation of immunoglobulin production	20	31	0.000041696	17	36	0.054228158
GO:0090068	positive regulation of cell cycle process	61	147	4.35157E-05	65	183	0.061287984
GO:0006910	phagocytosis, recognition	19	30	0.000104057	8	30	0.744616472
GO:1901992	positive regulation of mitotic cell cycle phase transition	26	48	0.000128046	25	62	0.100421917
GO:0030889	negative regulation of B cell proliferation	12	15	0.000145369	9	16	0.079396904
GO:0030890	positive regulation of B cell proliferation	21	36	0.000205062	18	40	0.07394458
GO:0002483	antigen processing and presentation of endogenous peptide antigen	17	27	0.000323727	15	31	0.061548653
GO:0019885	antigen processing and presentation of endogenous peptide antigen via	17	27	0.000323727	15	31	0.061548653
GO:0048302	regulation of isotype switching to IgG isotypes	9	10	0.000338861	7	12	0.112955303
GO:0006270	DNA replication initiation	15	23	0.000522737	13	25	0.050254722
GO:0048305	immunoglobulin secretion	15	23	0.000522737	11	24	0.174656784
GO:0006310	DNA recombination	58	150	0.000716837	57	193	0.509093514
GO:0038061	NIK/NF-kappaB signaling	30	64	0.000860017	35	89	0.060591654
GO:0060294	cilium movement involved in cell motility	12	17	0.000995551	10	18	0.064486504
GO:0000018	regulation of DNA recombination	26	53	0.001007361	25	69	0.244026541
GO:0045622	regulation of T-helper cell differentiation	17	29	0.001071356	16	33	0.050437366
GO:0000727	double-strand break repair via break-induced replication	8	9	0.001167834	7	11	0.07394458
GO:0002579	positive regulation of antigen processing and presentation	8	9	0.001167834	7	11	0.07394458
GO:0042535	positive regulation of tumor necrosis factor biosynthetic process	10	13	0.001286914	9	15	0.050759043
GO:0002484	antigen processing and presentation of endogenous peptide antigen via	14	22	0.001313593	13	26	0.06995675
GO:0002476	antigen processing and presentation of endogenous peptide antigen via	14	22	0.001313593	13	26	0.06995675
GO:0033631	cell-cell adhesion mediated by integrin	9	11	0.001313593	8	15	0.136929801
GO:0048291	isotype switching to IgG isotypes	9	11	0.001313593	7	13	0.170890874
GO:0002200	somatic diversification of immune receptors	21	40	0.001374902	18	51	0.377564799
GO:0030317	flagellated sperm motility	31	69	0.001658992	30	73	0.050584003
GO:0045730	respiratory burst	13	20	0.001658992	11	24	0.174656784
GO:0097722	sperm motility	31	69	0.001658992	30	73	0.050584003
GO:0033044	regulation of chromosome organization	55	145	0.001910157	71	218	0.215755529
GO:0042462	eye photoreceptor cell development	12	18	0.002171667	9	26	0.496013343
GO:0090022	regulation of neutrophil chemotaxis	16	28	0.002421058	12	30	0.287555049
GO:0002428	antigen processing and presentation of peptide antigen via MHC class Ib	14	23	0.002542439	13	27	0.093710429
GO:1902622	regulation of neutrophil migration	19	36	0.002542439	17	37	0.070984826
GO:0001923	B-1 B cell differentiation	6	6	0.002635651	4	6	0.207815495
GO:0050859	negative regulation of B cell receptor signaling pathway	6	6	0.002635651	4	6	0.207815495
GO:0002664	regulation of T cell tolerance induction	6	6	0.002635651	6	9	0.087106314
GO:0030168	platelet activation	27	59	0.002881005	25	64	0.134153197
GO:2001251	negative regulation of chromosome organization	28	62	0.003000651	35	92	0.093723268
GO:0002486	antigen processing and presentation of endogenous peptide antigen via	13	21	0.003205412	12	25	0.109151612
GO:0043373	CD4-positive, alpha-beta T cell lineage commitment	10	14	0.003205412	9	15	0.050759043
GO:0031649	heat generation	13	21	0.003205412	11	20	0.052209345
GO:0036158	outer dynein arm assembly	10	14	0.003205412	9	15	0.050759043
GO:0050855	regulation of B cell receptor signaling pathway	10	14	0.003205412	7	15	0.278976678
GO:0032647	regulation of interferon-alpha production	13	21	0.003205412	12	23	0.061501911
GO:0044346	fibroblast apoptotic process	9	12	0.003686537	9	18	0.154912533
GO:0048304	positive regulation of isotype switching to IgG isotypes	7	8	0.003785956	5	10	0.324790117
GO:0002604	regulation of dendritic cell antigen processing and presentation	7	8	0.003785956	5	9	0.244026541
GO:0060700	regulation of ribonuclease activity	7	8	0.003785956	7	11	0.07394458
GO:0002517	T cell tolerance induction	7	8	0.003785956	7	11	0.07394458
GO:0006302	double-strand break repair	44	113	0.003883942	49	152	0.326918109
GO:0000724	double-strand break repair via homologous recombination	31	72	0.003883942	32	91	0.240940767
GO:0000725	recombinational repair	31	72	0.003883942	32	91	0.240940767
GO:0002468	dendritic cell antigen processing and presentation	8	10	0.003980525	6	11	0.209190906
GO:1900165	negative regulation of interleukin-6 secretion	8	10	0.003980525	6	10	0.139863469
GO:0042461	photoreceptor cell development	16	29	0.003980525	10	40	0.815748041
GO:0045625	regulation of T-helper 1 cell differentiation	8	10	0.003980525	7	12	0.112955303
GO:0002827	positive regulation of T-helper 1 type immune response	12	19	0.004189314	11	23	0.135313214
GO:0046849	bone remodeling	33	79	0.004732666	33	83	0.061053285
GO:0006959	humoral immune response	61	171	0.005128513	59	183	0.278489136
GO:0061512	protein localization to cilium	18	35	0.005128513	16	38	0.160548564
GO:1901222	regulation of NIK/NF-kappaB signaling	27	61	0.005128513	33	85	0.082822243
GO:0016444	somatic cell DNA recombination	18	35	0.005128513	16	47	0.471158597
GO:0002562	somatic diversification of immune receptors via germline recombination	18	35	0.005128513	16	47	0.471158597
GO:0043369	CD4-positive or CD8-positive, alpha-beta T cell lineage commitment	11	17	0.005217929	10	19	0.093723268
GO:0045063	T-helper 1 cell differentiation	11	17	0.005217929	9	20	0.244026541
GO:0045880	positive regulation of smoothened signaling pathway	26	30	0.006186697	16	33	0.050437366
GO:0071622	regulation of granulocyte chemotaxis	11	44	0.006289341	17	45	0.274658547
GO:0002363	alpha-beta T cell lineage commitment	10	15	0.006643868	9	16	0.079396904
GO:2000116	regulation of cysteine-type endopeptidase activity	54	149	0.006643868	63	179	0.078430159
GO:1905521	regulation of macrophage migration	17	33	0.006842888	16	35	0.085950985
GO:0016445	somatic diversification of immunoglobulins	17	33	0.006842888	15	42	0.408188163
GO:0030522	intracellular receptor signaling pathway	42	110	0.007663049	43	144	0.510682797
GO:0045190	isotype switching	15	28	0.008206128	14	36	0.287079542
GO:0045830	positive regulation of isotype switching	9	13	0.008206128	7	17	0.414817346
GO:0002208	somatic diversification of immunoglobulins involved in immune respons	15	28	0.008206128	14	36	0.287079542
GO:0002204	somatic recombination of immunoglobulin genes involved in immune re	15	28	0.008206128	14	36	0.287079542
GO:0002295	T-helper cell lineage commitment	9	13	0.008206128	8	14	0.097253631
GO:2000351	regulation of endothelial cell apoptotic process	20	42	0.008401103	20	46	0.079168355
GO:0060287	epithelial cilium movement involved in determination of left/right asymm	5	5	0.00886916	4	6	0.207815495
GO:0031536	positive regulation of exit from mitosis	5	5	0.00886916	4	6	0.207815495
GO:0060558	regulation of calcidiol 1-monoxygenase activity	5	5	0.00886916	3	6	0.482610776
GO:0042430	indole-containing compound metabolic process	11	18	0.009613845	9	18	0.154912533
GO:0033630	positive regulation of cell adhesion mediated by integrin	11	18	0.009613845	10	19	0.093723268
GO:0045624	positive regulation of T-helper cell differentiation	11	18	0.009613845	11	21	0.075976733
GO:0001771	immunological synapse formation	8	11	0.009739055	7	15	0.278976678
GO:0090594	inflammatory response to wounding	8	11	0.009739055	7	13	0.170890874
GO:2000269	regulation of fibroblast apoptotic process	8	11	0.009739055	8	17	0.243761743
GO:0072540	T-helper 17 cell lineage commitment	8	11	0.009739055	7	12	0.112955303
GO:0044839	cell cycle G2/M phase transition	17	76	0.010008744	32	88	0.179082699
GO:0042073	intracellular transport	31	34	0.010008744	14	39	0.414817346
GO:0016032	viral process	51	142	0.010849469	64	190	0.153401114
GO:0006586	indolalkylamine metabolic process	7	9	0.011183644	5	9	0.244026541
GO:0072610	interleukin-12 secretion	7	9	0.011183644	5	9	0.244026541
GO:0006568	tryptophan metabolic process	7	9	0.011183644	5	9	0.244026541

GO:0002634	regulation of germinal center formation	6	7	0.011373534	5	8	0.171041956
GO:0034103	regulation of tissue remodeling	26	61	0.011373534	26	69	0.175283897
GO:0060556	regulation of vitamin D biosynthetic process	6	7	0.011373534	4	8	0.402682328
GO:0046549	retinal cone cell development	6	7	0.011373534	5	8	0.171041956
GO:0002246	wound healing involved in inflammatory response	6	7	0.011373534	6	9	0.087106314
GO:1902749	regulation of cell cycle G2/M phase transition	25	58	0.011651577	21	69	0.55212829
GO:1904019	epithelial cell apoptotic process	32	80	0.011995873	35	89	0.060591654
GO:0042226	interleukin-6 biosynthetic process	12	21	0.012185226	11	25	0.220157552
GO:0032692	negative regulation of interleukin-1 production	15	29	0.012185226	12	30	0.287555049
GO:0045911	positive regulation of DNA recombination	12	21	0.012185226	8	28	0.687331495
GO:0045408	regulation of interleukin-6 biosynthetic process	12	21	0.012185226	11	24	0.174656784
GO:0016447	somatic recombination of immunoglobulin gene segments	15	29	0.012185226	14	39	0.414817346
GO:0002360	T cell lineage commitment	12	21	0.012185226	11	23	0.135313214
GO:1990774	tumor necrosis factor secretion	15	29	0.012185226	12	31	0.341410286
GO:0007599	hemostasis	43	116	0.012275564	43	124	0.193480303
GO:0001780	neutrophil homeostasis	10	16	0.012329462	10	18	0.064486504
GO:0032727	positive regulation of interferon-alpha production	10	16	0.012329462	8	18	0.287555049
GO:0019079	viral genome replication	24	56	0.015335308	29	71	0.060916147
GO:1901224	positive regulation of NIK/NF-kappaB signaling	19	41	0.015376398	24	62	0.15808473
GO:0042531	positive regulation of tyrosine phosphorylation of STAT protein	19	41	0.015376398	20	45	0.063156298
GO:0010389	regulation of G2/M transition of mitotic cell cycle	22	50	0.015645966	20	57	0.361468407
GO:0031664	regulation of lipopolysaccharide-mediated signaling pathway	9	14	0.01605966	9	18	0.154912533
GO:0046639	negative regulation of alpha-beta T cell differentiation	11	19	0.016324377	11	23	0.135313214
GO:0045191	regulation of isotype switching	11	19	0.016324377	11	25	0.220157552
GO:0006281	DNA repair	73	222	0.017470936	95	306	0.285072331
GO:0060249	anatomical structure homeostasis	78	240	0.017875266	94	283	0.098114007
GO:0007596	blood coagulation	42	115	0.018292813	42	123	0.236382831
GO:0071356	cellular response to tumor necrosis factor	41	112	0.019353382	49	132	0.058856175
GO:0032691	negative regulation of interleukin-1 beta production	12	22	0.019604771	9	22	0.34901769
GO:0048143	astrocyte activation	8	12	0.020431797	9	16	0.079396904
GO:0043374	CD8-positive, alpha-beta T cell differentiation	8	12	0.020431797	8	15	0.136929801
GO:0045410	positive regulation of interleukin-6 biosynthetic process	8	12	0.020431797	8	14	0.097253631
GO:0034162	toll-like receptor 9 signaling pathway	8	12	0.020431797	7	13	0.170890874
GO:0045069	regulation of viral genome replication	21	48	0.020507779	25	61	0.084949787
GO:0046530	photoreceptor cell differentiation	19	42	0.020583623	16	54	0.640829083
GO:0002313	mature B cell differentiation involved in immune response	10	17	0.021693189	10	18	0.064486504
GO:0044458	motile cilium assembly	13	25	0.022136989	11	22	0.102389696
GO:0043032	positive regulation of macrophage activation	13	25	0.022136989	12	27	0.182024141
GO:0060142	regulation of syncytium formation by plasma membrane fusion	13	25	0.022136989	13	25	0.050254722
GO:0046885	regulation of hormone biosynthetic process	14	28	0.024233256	14	31	0.122322265
GO:1904467	regulation of tumor necrosis factor secretion	14	28	0.024233256	11	29	0.398341123
GO:0050817	coagulation	42	117	0.025345712	42	125	0.250530856
GO:0098586	cellular response to virus	15	31	0.025602807	13	35	0.378627816
GO:0038094	Fc-gamma receptor signaling pathway	7	10	0.025602807	7	11	0.07394458
GO:0001781	neutrophil apoptotic process	7	10	0.025602807	7	11	0.07394458
GO:0033260	nuclear DNA replication	15	31	0.025602807	14	29	0.075976733
GO:0031620	regulation of fever generation	7	10	0.025602807	6	10	0.139863469
GO:1902751	positive regulation of cell cycle G2/M phase transition	11	20	0.026195965	6	24	0.809025373
GO:0043243	positive regulation of protein complex disassembly	11	20	0.026195965	10	22	0.212651549
GO:0006471	protein ADP-ribosylation	11	20	0.026195965	11	23	0.135313214
GO:0048538	thymus development	16	34	0.026535465	18	42	0.109151612
GO:0070507	regulation of microtubule cytoskeleton organization	41	114	0.02664714	53	147	0.078133704
GO:0006958	complement activation, classical pathway	19	43	0.027275233	11	45	0.826077288
GO:0043371	negative regulation of CD4-positive, alpha-beta T cell differentiation	9	15	0.028721923	8	20	0.414743197
GO:0070269	pyroptosis	9	15	0.028721923	8	17	0.243761743
GO:0032069	regulation of nuclease activity	9	15	0.028721923	11	20	0.052209345
GO:0033326	cerebrospinal fluid secretion	4	4	0.029607664	3	4	0.240940767
GO:2000270	negative regulation of fibroblast apoptotic process	4	4	0.029607664	4	7	0.287555049
GO:0043569	negative regulation of insulin-like growth factor receptor signaling pathw	4	4	0.029607664	3	6	0.482610776
GO:0002636	positive regulation of germinal center formation	4	4	0.029607664	3	4	0.240940767
GO:0090267	positive regulation of mitotic cell cycle spindle assembly checkpoint	4	4	0.029607664	3	5	0.361468407
GO:0090023	positive regulation of neutrophil chemotaxis	12	23	0.029607664	8	24	0.547549482
GO:0043552	positive regulation of phosphatidylinositol 3-kinase activity	12	23	0.029607664	12	26	0.142893975
GO:0090232	positive regulation of spindle checkpoint	4	4	0.029607664	3	5	0.361468407
GO:0002666	positive regulation of T cell tolerance induction	4	4	0.029607664	4	5	0.106897855
GO:1901894	regulation of calcium-transporting ATPase activity	4	4	0.029607664	2	6	0.687331495
GO:0051136	regulation of NK T cell differentiation	4	4	0.029607664	4	5	0.106897855
GO:2001187	positive regulation of CD8-positive, alpha-beta T cell activation	6	8	0.030142733	6	9	0.087106314
GO:0033632	regulation of cell-cell adhesion mediated by integrin	6	8	0.030142733	6	11	0.20919096
GO:0090266	regulation of mitotic cell cycle spindle assembly checkpoint	6	8	0.030142733	5	10	0.324790117
GO:1903504	regulation of mitotic spindle checkpoint	6	8	0.030142733	5	10	0.324790117
GO:0090231	regulation of spindle checkpoint	6	8	0.030142733	5	10	0.324790117
GO:0017085	response to insecticide	6	8	0.030142733	3	9	0.641639495
GO:0042670	retinal cone cell differentiation	6	8	0.030142733	6	9	0.087106314
GO:0042368	vitamin D biosynthetic process	6	8	0.030142733	4	10	0.507427556
GO:0010543	regulation of platelet activation	13	26	0.032067197	13	28	0.115670109
GO:0046218	indolalkylamine catabolic process	5	6	0.033055831	4	7	0.287555049
GO:0042436	indole-containing compound catabolic process	5	6	0.033055831	4	7	0.287555049
GO:0060335	positive regulation of interferon-gamma-mediated signaling pathway	5	6	0.033055831	5	7	0.100421917
GO:0031666	positive regulation of lipopolysaccharide-mediated signaling pathway	5	6	0.033055831	5	8	0.171041956
GO:0060332	positive regulation of response to interferon-gamma	5	6	0.033055831	5	7	0.100421917
GO:0014074	response to purine-containing compound	27	69	0.033055831	30	89	0.340876171
GO:0002291	T cell activation via T cell receptor contact with antigen bound to MHC n	5	6	0.033055831	5	7	0.100421917
GO:0006569	tryptophan catabolic process	5	6	0.033055831	4	7	0.287555049
GO:1902624	positive regulation of neutrophil migration	14	29	0.033286015	11	29	0.398341123
GO:0032890	regulation of organic acid transport	21	50	0.033286015	21	59	0.32008596
GO:0022617	extracellular matrix disassembly	10	18	0.034133162	11	23	0.135313214
GO:0032957	inositol trisphosphate metabolic process	10	18	0.034133162	12	23	0.061501911
GO:0010971	positive regulation of G2/M transition of mitotic cell cycle	10	18	0.034133162	6	21	0.704132645
GO:0051023	regulation of immunoglobulin secretion	10	18	0.034133162	8	19	0.34901769
GO:0006066	alcohol metabolic process	60	182	0.034189383	81	233	0.052009004
GO:0070542	response to fatty acid	15	32	0.034329038	16	40	0.227179564
GO:0070527	platelet aggregation	16	35	0.034940782	16	39	0.192919372
GO:0006956	complement activation	25	63	0.035987619	19	64	0.619887123
GO:0050711	negative regulation of interleukin-1 secretion	8	13	0.036357078	6	13	0.341986498
GO:0045623	negative regulation of T-helper cell differentiation	8	13	0.036357078	7	17	0.414817346
GO:1903975	regulation of glial cell migration	8	13	0.036357078	8	16	0.191409839
GO:0009725	response to hormone	124	417	0.036357078	162	509	0.085156339
GO:0006811	ion transport	270	977	0.037228571	343	1131	0.0818275
GO:0055003	cardiac myofibril assembly	11	21	0.038794558	11	23	0.135313214
GO:0042104	positive regulation of activated T cell proliferation	11	21	0.038794558	10	24	0.287555049

GO:0060143	positive regulation of syncytium formation by plasma membrane fusion	11	21	0.038794558	11	21	0.075976733
GO:0050792	regulation of viral process	34	93	0.038927125	41	121	0.244026541
GO:0051054	positive regulation of DNA metabolic process	46	134	0.039110328	57	165	0.12647925
GO:0035051	cardiocyte differentiation	43	124	0.041324003	52	147	0.106694753
GO:0046165	alcohol biosynthetic process	33	90	0.041372775	41	112	0.106796695
GO:0008630	intrinsic apoptotic signaling pathway in response to DNA damage	26	67	0.042098471	33	87	0.106897855
GO:1904646	cellular response to amyloid-beta	12	24	0.042161787	13	29	0.150033256
GO:0046850	regulation of bone remodeling	20	48	0.043299692	21	49	0.080879129
GO:1903900	regulation of viral life cycle	29	77	0.043586902	34	96	0.212651549
GO:0043281	regulation of cysteine-type endopeptidase activity involved in apoptotic	44	128	0.044457642	57	160	0.080221956
GO:0019674	NAD metabolic process	13	27	0.044515019	10	35	0.679023173
GO:0010758	regulation of macrophage chemotaxis	13	27	0.044515019	12	27	0.182024141
GO:0019058	viral life cycle	37	104	0.044719756	47	130	0.098121772
GO:0022411	cellular component disassembly	61	188	0.04492418	80	244	0.164816165
GO:0034104	negative regulation of tissue remodeling	9	16	0.045808439	7	20	0.510682797
GO:0002726	positive regulation of T cell cytokine production	9	16	0.045808439	10	19	0.093723268
GO:0001754	eye photoreceptor cell differentiation	14	30	0.045897308	13	37	0.462817974
GO:0072376	protein activation cascade	28	74	0.045897308	22	75	0.632071278
GO:0098656	anion transmembrane transport	36	101	0.047559013	34	131	0.812030238
GO:0035721	intracellular retrograde transport	7	11	0.047559013	8	13	0.061501911
GO:2000647	negative regulation of stem cell proliferation	7	11	0.047559013	5	15	0.625786591
GO:0044546	NLRP3 inflammasome complex assembly	7	11	0.047559013	7	13	0.170890874
GO:0051984	positive regulation of chromosome segregation	7	11	0.047559013	7	20	0.510682797
GO:0045815	positive regulation of gene expression, epigenetic	7	11	0.047559013	7	25	0.718396862
GO:0010919	regulation of inositol phosphate biosynthetic process	7	11	0.047559013	7	12	0.112955303
GO:0090036	regulation of protein kinase C signaling	7	11	0.047559013	9	15	0.050759043
GO:0032495	response to muramyl dipeptide	7	11	0.047559013	8	14	0.097253631
GO:0032494	response to peptidoglycan	7	11	0.047559013	7	12	0.112955303
GO:0034134	toll-like receptor 2 signaling pathway	7	11	0.047559013	6	14	0.414817346
GO:0009628	response to abiotic stimulus	178	626	0.047601375	228	724	0.050437366
GO:0006606	protein import into nucleus	27	71	0.047961283	32	92	0.244026541
GO:0043269	regulation of ion transport	144	497	0.049907908	176	549	0.054748292

RAS_BOS Day 28 GO Terms

GO_id	goName	RAS_Day28_countDE	RAS_Day28_countAll	RAS_Day28_pv_fdr	BOS_Day28_countDE	BOS_Day28_countAll	BOS_Day28_pv_fdr
GO:0006910	phagocytosis, recognition	21	30	7.09E-07	12	30	0.085942646
GO:0008037	cell recognition	44	92	1.09221E-06	35	115	0.06627
GO:0006996	organelle organization	494	1891	8.347E-05	522	2452	0.534084626
GO:048304	positive regulation of isotype switching to IgG isotypes	8	8	0.000101069	6	10	0.058959971
GO:0031323	regulation of cellular metabolic process	750	2996	0.000134895	806	3727	0.301565136
GO:0051171	regulation of nitrogen compound metabolic process	710	2828	0.000164685	760	3518	0.343578254
GO:0045765	regulation of angiogenesis	74	212	0.000208368	70	261	0.077202304
GO:1901863	positive regulation of muscle tissue development	28	59	0.000236337	24	72	0.063747488
GO:1901342	regulation of vasculature development	81	239	0.000278018	78	292	0.063747488
GO:0033043	regulation of organelle organization	191	662	0.000308442	196	851	0.234432208
GO:0009891	positive regulation of biosynthetic process	294	1082	0.000388628	304	1369	0.343598605
GO:0006958	complement activation, classical pathway	22	43	0.000415476	16	45	0.100054309
GO:0048636	positive regulation of muscle organ development	27	58	0.000484032	23	71	0.094792771
GO:0045844	positive regulation of striated muscle tissue development	27	58	0.000484032	23	71	0.094792771
GO:0080090	regulation of primary metabolic process	723	2911	0.000576747	777	3608	0.35647213
GO:0045830	positive regulation of isotype switching	10	13	0.000588668	8	17	0.090802077
GO:0006464	cellular protein modification process	490	1911	0.000622967	523	2400	0.35647213
GO:0006537	muscle tissue development	97	304	0.000622967	94	376	0.148835411
GO:0036211	protein modification process	490	1911	0.000622967	523	2400	0.35647213
GO:0043030	regulation of macrophage activation	22	44	0.000622967	18	49	0.058959971
GO:0045669	positive regulation of osteoblast differentiation	24	50	0.000666638	18	60	0.246170094
GO:0044085	cellular component biogenesis	434	1676	0.000692527	479	2130	0.124875
GO:0031328	positive regulation of cellular biosynthetic process	285	1057	0.00088466	295	1340	0.411871622
GO:0019222	regulation of metabolic process	808	3292	0.00088466	883	4072	0.229011929
GO:0010557	positive regulation of macromolecule biosynthetic process	269	993	0.000993881	273	1265	0.504629449
GO:0034104	negative regulation of tissue remodeling	11	16	0.001172643	8	20	0.190429181
GO:0038061	NIK/NF-kappaB signaling	28	64	0.00123443	29	89	0.050134527
GO:0010638	positive regulation of organelle organization	95	302	0.001272593	90	409	0.545618213
GO:0050679	positive regulation of epithelial cell proliferation	54	152	0.001432107	49	175	0.090802077
GO:1990774	tumor necrosis factor secretion	16	29	0.001432107	12	31	0.10699485
GO:0050859	negative regulation of B cell receptor signaling pathway	6	6	0.001527191	4	6	0.117133853
GO:0065003	protein-containing complex assembly	250	921	0.001527191	279	1197	0.095824007
GO:0048738	cardiac muscle tissue development	60	175	0.001738319	51	219	0.443727768
GO:0045191	regulation of isotype switching	12	19	0.001738319	11	25	0.058959971
GO:0060255	regulation of macromolecule metabolic process	741	3018	0.001848972	799	3740	0.443727768
GO:0031620	regulation of fever generation	8	10	0.002070466	6	10	0.058959971
GO:2001179	regulation of interleukin-10 secretion	7	8	0.002070466	6	10	0.058959971
GO:0045766	positive regulation of angiogenesis	49	137	0.00217924	45	161	0.113312427
GO:0045667	regulation of osteoblast differentiation	38	99	0.00217924	36	121	0.083444409
GO:1903901	negative regulation of viral life cycle	22	48	0.002726302	20	56	0.05634156
GO:0043032	positive regulation of macrophage activation	14	25	0.002825127	11	27	0.09350392
GO:0051783	regulation of nuclear division	39	104	0.003053502	41	140	0.073914267
GO:1901564	organonitrogen compound metabolic process	830	3422	0.003156399	930	4238	0.100061118
GO:0032886	regulation of microtubule-based process	49	139	0.003156399	46	175	0.204057692
GO:0045190	isotype switching	15	28	0.003210709	14	36	0.069433224
GO:0043371	negative regulation of CD4-positive, alpha-beta T cell differentiation	10	15	0.003210709	9	20	0.085863679
GO:1904467	regulation of tumor necrosis factor secretion	15	28	0.003210709	11	29	0.145588868
GO:0002208	somatic diversification of immunoglobulins involved in immune respon	15	28	0.003210709	14	36	0.069433224
GO:0002204	somatic recombination of immunoglobulin genes involved in immune r	15	28	0.003210709	14	36	0.069433224
GO:0048525	negative regulation of viral process	25	58	0.003317912	23	67	0.055905543
GO:0071902	positive regulation of protein serine/threonine kinase activity	63	190	0.003317912	57	229	0.28845782
GO:0007052	mitotic spindle organization	24	55	0.003420805	25	76	0.065669619
GO:0048634	regulation of muscle organ development	41	112	0.003846792	38	137	0.164280913
GO:1901861	regulation of muscle tissue development	41	112	0.003846792	39	137	0.119319955
GO:0045623	negative regulation of T-helper cell differentiation	9	13	0.0042475	8	17	0.090802077
GO:0042462	eye photoreceptor cell development	11	18	0.004557841	9	26	0.280759343
GO:0043271	negative regulation of ion transport	39	106	0.004557841	32	125	0.359202761
GO:0045671	negative regulation of osteoclast differentiation	11	18	0.004557841	10	22	0.061188208
GO:0070997	neuron death	79	253	0.005058511	78	312	0.190429181
GO:0016447	somatic recombination of immunoglobulin gene segments	15	29	0.005058511	14	39	0.125788709
GO:0090594	inflammatory response to wounding	8	11	0.005308247	7	13	0.063747488
GO:0045342	MHC class II biosynthetic process	8	11	0.005308247	6	10	0.058959971
GO:0051712	positive regulation of killing of cells of other organism	8	11	0.005308247	7	13	0.063747488
GO:0034695	response to prostaglandin E	8	11	0.005308247	6	12	0.13327007
GO:0072577	endothelial cell apoptotic process	20	44	0.005387949	14	49	0.386252655
GO:0016444	somatic cell DNA recombination	17	35	0.005387949	16	47	0.13753744
GO:0002562	somatic diversification of immune receptors via germline recombination	17	35	0.005387949	16	47	0.13753744
GO:0002486	antigen processing and presentation of endogenous peptide antigen vi	12	21	0.005610405	11	25	0.058959971
GO:0042226	interleukin-6 biosynthetic process	12	21	0.005610405	11	25	0.058959971
GO:0002677	negative regulation of chronic inflammatory response	5	5	0.005610405	3	4	0.158860232
GO:0031536	positive regulation of exit from mitosis	5	5	0.005610405	4	6	0.117133853
GO:0060558	regulation of calcidiol 1-monoxygenase activity	5	5	0.005610405	4	6	0.117133853
GO:1904018	positive regulation of vasculature development	51	150	0.005816079	48	178	0.158652611
GO:0014706	striated muscle tissue development	88	289	0.005915689	87	359	0.253264158
GO:0060840	artery development	28	70	0.006015093	29	90	0.058626594
GO:0043933	protein-containing complex subunit organization	277	1056	0.006114292	313	1350	0.090303371
GO:0061061	muscle structure development	131	458	0.006200474	131	549	0.190429181
GO:0042976	activation of Janus kinase activity	7	9	0.006358221	6	11	0.091745095
GO:0035739	CD4-positive, alpha-beta T cell proliferation	7	9	0.006358221	6	10	0.058959971
GO:0031622	positive regulation of fever generation	7	9	0.006358221	5	9	0.132273429
GO:2000561	regulation of CD4-positive, alpha-beta T cell proliferation	7	9	0.006358221	6	10	0.058959971
GO:0001936	regulation of endothelial cell proliferation	35	94	0.006429583	27	113	0.48833832
GO:0035740	CD8-positive, alpha-beta T cell proliferation	6	7	0.006871207	5	8	0.083146947
GO:0002829	negative regulation of type 2 immune response	6	7	0.006871207	5	10	0.185837225
GO:2000564	regulation of CD8-positive, alpha-beta T cell proliferation	6	7	0.006871207	5	8	0.083146947
GO:0060556	regulation of vitamin D biosynthetic process	6	7	0.006871207	5	8	0.083146947
GO:0046549	retinal cone cell development	6	7	0.006871207	5	8	0.083146947
GO:0018193	peptidyl-amino acid modification	175	637	0.006952778	179	813	0.443727768
GO:0072376	protein activation cascade	29	74	0.006952778	24	75	0.097038184
GO:0045069	regulation of viral genome replication	21	48	0.006952778	19	61	0.185837225
GO:1901222	regulation of NIK/NF-kappaB signaling	25	61	0.007332348	26	85	0.126935407
GO:2000351	regulation of endothelial cell apoptotic process	19	42	0.007520997	13	46	0.434971698
GO:0016445	somatic diversification of immunoglobulins	16	33	0.007592354	15	42	0.113418421
GO:0002244	hematopoietic progenitor cell differentiation	35	95	0.007841538	35	114	0.061148471
GO:0030149	sphingolipid catabolic process	11	19	0.007841538	7	23	0.443727768
GO:0051155	positive regulation of striated muscle cell differentiation	23	55	0.00833598	20	61	0.117133853
GO:0046514	ceramide catabolic process	9	14	0.008470088	5	15	0.443727768
GO:0002544	chronic inflammatory response	9	14	0.008470088	6	14	0.222301272
GO:0046851	negative regulation of bone remodeling	9	14	0.008470088	7	14	0.092179177

GO:0034694	response to prostaglandin	9	14	0.008470088	7	15	0.130095324
GO:0051279	regulation of release of sequestered calcium ion into cytosol	26	65	0.008751922	22	66	0.081539711
GO:0043412	macromolecule modification	493	1983	0.00900635	529	2503	0.593498796
GO:1901214	regulation of neuron death	71	228	0.009374927	70	284	0.253287989
GO:0016202	regulation of striated muscle tissue development	39	110	0.009455304	37	135	0.190429181
GO:0051402	neuron apoptotic process	59	183	0.009544575	57	218	0.1692
GO:1903522	regulation of blood circulation	53	161	0.009919017	48	192	0.332530728
GO:1903523	negative regulation of blood circulation	13	25	0.010066942	10	33	0.403567704
GO:0071624	positive regulation of granulocyte chemotaxis	13	25	0.010066942	11	25	0.058959971
GO:0055025	positive regulation of cardiac muscle tissue development	18	40	0.010602538	15	49	0.268218337
GO:0002200	somatic diversification of immune receptors	18	40	0.010602538	18	51	0.080350934
GO:0098662	inorganic cation transmembrane transport	115	401	0.010822066	115	449	0.058520301
GO:0003151	outflow tract morphogenesis	23	56	0.010822066	24	71	0.058626594
GO:0051341	regulation of oxidoreductase activity	23	56	0.010822066	20	67	0.219446284
GO:0009725	response to hormone	119	417	0.010822066	124	509	0.150143727
GO:0002523	leukocyte migration involved in inflammatory response	10	17	0.011038701	8	18	0.121544217
GO:2001236	regulation of extrinsic apoptotic signaling pathway	37	104	0.011316011	37	123	0.066383212
GO:0051709	regulation of killing of cells of other organism	8	12	0.011337252	7	14	0.092179177
GO:0045064	T-helper 2 cell differentiation	8	12	0.011337252	6	14	0.222301272
GO:0034162	toll-like receptor 9 signaling pathway	8	12	0.011337252	7	13	0.063747488
GO:0042359	vitamin D metabolic process	8	12	0.011337252	7	14	0.092179177
GO:2000181	negative regulation of blood vessel morphogenesis	28	73	0.011791567	24	96	0.443727768
GO:1904019	epithelial cell apoptotic process	30	80	0.012255601	23	89	0.443727768
GO:0032890	regulation of organic acid transport	21	50	0.012339106	19	59	0.150744054
GO:0019538	protein metabolic process	698	2883	0.012517284	768	3597	0.443727768
GO:0016525	negative regulation of angiogenesis	27	70	0.012836889	23	93	0.443727768
GO:0050890	cognition	65	208	0.012919315	64	240	0.10475
GO:0006925	inflammatory cell apoptotic process	11	20	0.012965641	10	22	0.061188208
GO:0046466	membrane lipid catabolic process	11	20	0.012965641	8	26	0.443727768
GO:0043243	positive regulation of protein complex disassembly	11	20	0.012965641	7	22	0.443727768
GO:0006066	alcohol metabolic process	58	182	0.013666887	63	233	0.086510665
GO:1904062	regulation of cation transmembrane transport	73	239	0.013666887	70	263	0.088819418
GO:0043270	positive regulation of ion transport	68	220	0.013828708	67	247	0.069433224
GO:0051092	positive regulation of NF-kappaB transcription factor activity	33	91	0.013828708	34	110	0.060751604
GO:0098660	inorganic ion transmembrane transport	118	416	0.01389667	120	474	0.065191265
GO:0051781	positive regulation of cell division	23	57	0.01389667	17	56	0.246170094
GO:1901224	positive regulation of NIK/NF-kappaB signaling	18	41	0.014284586	16	62	0.443727768
GO:0002468	dendritic cell antigen processing and presentation	7	10	0.015020809	6	11	0.091745095
GO:1900165	negative regulation of interleukin-6 secretion	7	10	0.015020809	5	10	0.185837225
GO:0033004	negative regulation of mast cell activation	7	10	0.015020809	6	10	0.058959971
GO:0001781	neutrophil apoptotic process	7	10	0.015020809	6	11	0.091745095
GO:0045346	regulation of MHC class II biosynthetic process	7	10	0.015020809	5	9	0.132273429
GO:0010543	regulation of platelet activation	13	26	0.015020809	12	28	0.054913265
GO:0051353	positive regulation of oxidoreductase activity	16	35	0.015190341	14	37	0.086510665
GO:0010506	regulation of autophagy	44	131	0.015268143	45	170	0.193772868
GO:0042461	photoreceptor cell development	14	29	0.01537693	10	40	0.582351356
GO:0045944	positive regulation of transcription by RNA polymerase II	184	686	0.01537693	188	871	0.549509931
GO:0070269	pyroptosis	9	15	0.01537693	8	17	0.090802077
GO:0031650	regulation of heat generation	9	15	0.01537693	7	14	0.092179177
GO:0032069	regulation of nuclease activity	9	15	0.01537693	9	20	0.085863679
GO:0046777	protein autophosphorylation	51	157	0.015634415	49	186	0.190429181
GO:0001938	positive regulation of endothelial cell proliferation	27	71	0.015710859	20	82	0.50289955
GO:0035051	cardiocyte differentiation	42	124	0.015759276	38	147	0.305300213
GO:0032088	negative regulation of NF-kappaB transcription factor activity	21	51	0.015759276	19	55	0.084372148
GO:0007160	cell-matrix adhesion	46	139	0.016810212	49	169	0.055548679
GO:0043523	regulation of neuron apoptotic process	53	165	0.016870352	52	196	0.163200221
GO:0030522	intracellular receptor signaling pathway	38	110	0.017034828	35	144	0.443727768
GO:0043406	positive regulation of MAP kinase activity	50	154	0.017273415	46	181	0.292605519
GO:0051302	regulation of cell division	36	103	0.017511166	34	112	0.074549608
GO:0022411	cellular component disassembly	59	188	0.01773257	56	244	0.464462458
GO:0090068	positive regulation of cell cycle process	48	147	0.018308317	51	183	0.08866578
GO:0002374	cytokine secretion involved in immune response	10	18	0.018373934	8	19	0.158860232
GO:0022617	extracellular matrix disassembly	10	18	0.018373934	8	23	0.319390091
GO:1902932	positive regulation of alcohol biosynthetic process	10	18	0.018373934	9	21	0.114007867
GO:0045624	positive regulation of T-helper cell differentiation	10	18	0.018373934	9	21	0.114007867
GO:0034123	positive regulation of toll-like receptor signaling pathway	10	18	0.018373934	9	21	0.114007867
GO:0051023	regulation of immunoglobulin secretion	10	18	0.018373934	8	19	0.158860232
GO:1901989	positive regulation of cell cycle phase transition	22	55	0.018887584	22	72	0.168974564
GO:0003263	cardioblast proliferation	6	8	0.018906821	5	10	0.185837225
GO:0071380	cellular response to prostaglandin E stimulus	6	8	0.018906821	4	9	0.343598605
GO:2001187	positive regulation of CD8-positive, alpha-beta T cell activation	6	8	0.018906821	5	9	0.132273429
GO:0045348	positive regulation of MHC class II biosynthetic process	6	8	0.018906821	4	7	0.185837225
GO:0010881	regulation of cardiac muscle contraction by regulation of the release of	6	8	0.018906821	5	9	0.132273429
GO:0003264	regulation of cardioblast proliferation	6	8	0.018906821	5	10	0.185837225
GO:0002604	regulation of dendritic cell antigen processing and presentation	6	8	0.018906821	5	9	0.132273429
GO:0044057	regulation of system process	111	392	0.018906821	111	465	0.239579319
GO:2000551	regulation of T-helper 2 cell cytokine production	6	8	0.018906821	5	9	0.132273429
GO:0042670	retinal cone cell differentiation	6	8	0.018906821	5	9	0.132273429
GO:0042368	vitamin D biosynthetic process	6	8	0.018906821	5	10	0.185837225
GO:0003007	heart morphogenesis	58	185	0.019260153	63	227	0.057609481
GO:0043405	regulation of MAP kinase activity	63	204	0.019260153	64	239	0.09742473
GO:0007051	spindle organization	31	86	0.019573866	33	117	0.175434971
GO:0045911	positive regulation of DNA recombination	11	21	0.020128831	10	28	0.213566775
GO:0060343	trabecula formation	11	21	0.020128831	10	23	0.080350934
GO:0043569	negative regulation of insulin-like growth factor receptor signaling path	4	4	0.020439098	2	6	0.593498796
GO:0030886	negative regulation of myeloid dendritic cell activation	4	4	0.020439098	3	4	0.158860232
GO:2000566	positive regulation of CD8-positive, alpha-beta T cell proliferation	4	4	0.020439098	3	4	0.158860232
GO:0072513	positive regulation of secondary heart field cardioblast proliferation	4	4	0.020439098	3	4	0.158860232
GO:0002666	positive regulation of T cell tolerance induction	4	4	0.020439098	4	5	0.058959971
GO:0051136	regulation of NK T cell differentiation	4	4	0.020439098	4	5	0.058959971
GO:0055024	regulation of cardiac muscle tissue development	26	69	0.020745088	22	85	0.443727768
GO:0045019	negative regulation of nitric oxide biosynthetic process	8	13	0.021096854	7	16	0.167441784
GO:1904406	negative regulation of nitric oxide metabolic process	8	13	0.021096854	7	16	0.167441784
GO:0031652	positive regulation of heat generation	8	13	0.021096854	6	12	0.133270007
GO:0002830	positive regulation of type 2 immune response	8	13	0.021096854	7	14	0.092179177
GO:0055023	positive regulation of cardiac muscle tissue growth	14	30	0.021230479	12	38	0.301565136
GO:0032768	regulation of monooxygenase activity	14	30	0.021230479	9	31	0.443727768
GO:0031326	regulation of cellular biosynthetic process	460	1864	0.021412438	487	2359	0.768244881
GO:0043615	astrocyte cell migration	5	6	0.021548293	3	8	0.460625
GO:0009120	deoxyribonucleoside metabolic process	5	6	0.021548293	4	6	0.117133853
GO:0002925	positive regulation of humoral immune response mediated by circulati	5	6	0.021548293	4	6	0.117133853

How the deposited data were processed for this re-analysis (not part of the article)

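Whole lung homogenates of mouse orthotopic lung transplants were measured on 29 Affymetrix GeneTitan Mouse Gene 2.1 ST arrays: 12 RAS allografts, 10 BOS allografts and 7 isografts, in 2 batches that hold 1 model each with isografts of their own. The authors normalized the arrays by RMA and used limma; their versions are not given in the sources used here. The deposited values are log2 expression values of probe sets, and no further transformation was made in the main analysis. An array has no read depth; the precision of each change is given by the standard error of the fit.
Groups were taken from the sample labels alone. Probe sets were assigned to genes by the symbols of the platform table; those with several symbols (1814) or none were left out, except that 36 probe sets of the immunoglobulin loci were also analysed one by one. For each gene the probe set with the highest mean over all arrays was kept. Entrez identifiers of 23328 of the 23521 probe sets with 1 symbol are in the RefSeq table, and no symbol was updated. Genes with a variance under 0.05 were removed (7 of 22180); on values centred on the array median, 18666 would pass. Which probe sets the authors filtered as main is not known here, and this filter was not repeated.
The analysis used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15. The linear model had 8 groups (RAS and BOS at each of 3 days, and the isografts of each batch), array weights by the gene-by-gene method and moderated t tests (eBayes). Adjusted p values are Benjamini-Hochberg values over all genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 2. RAS was compared with batch 2 isografts, BOS with batch 1 isografts, the models by the difference of these 2 changes, and the days within RAS directly. Batch and model are the same split of the allografts, and only the isografts separate them.
Gene lists (43, of which 41 were tested) and 885 of 1457 Reactome pathways with 10 to 300 genes were tested with camera at its preset correlation of 0.01 and again with the correlation estimated from the arrays. For each list the text also gives the number called when p is adjusted over the members of the list alone. GO annotation and iPathwayGuide were not used here. Fixed gene lists of related functions stand beside the GO terms of the paper. They are not GO's own annotation and can hold other genes, so they do not test the enrichment of those terms.
Genes named in the text follow a rule set before the data were examined: the genes labeled in Fig. 3B, whose directions in the paper were known beforehand; the 6 largest rises and 4 largest falls of each allograft comparison in which every allograft array lies beyond every isograft array; the 5 largest differences each way between the models; up to 4 called and 2 uncalled members of each list; and a fixed set of marker genes. Ighg, Igh-VJ558, C3 and Ighg2c are not analysed here, and some other items are not reported here.
The alternatives set beforehand were no array weights, all isografts as one group, each array centred on its median, quantile normalization, all probe sets, no variance filter, a variance filter within the batch, only genes above the median of the array in at least 3 arrays, a fold change over 1.5, an intensity trend with a robust prior, only the arrays of one batch, a replicate block and leaving out each array. Alternatives chosen after the values were seen group the isografts by array level, do so on centred arrays, leave out both displaced isografts, or filter variance on centred values. The pipeline was tested on simulated data with as many genes as were tested: changes of 1.5, 2, 3 and 4 log2 units were called in 100, 98.3, 100 and 100% of genes for RAS at day 28, in 95.7, 98.3, 100 and 100% for BOS and in 93.6, 91.5, 100 and 100% for the difference, with 2, 2 and 6 unchanged genes called. The simulated noise was independent between genes and drawn with the fitted spread and array weights. It held no level offset of the displaced isografts. The simulation checks the code and cannot show how the real calls depend on those arrays.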

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

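The patterns below were weighed first. The tests of the immunoglobulin genes and the splits of allografts and isografts were chosen before the data were examined, and the tests of the sex-linked genes, of the displaced isografts, of the days and of the difference between the models were chosen only after the result was seen.

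Immunoglobulin and plasma cell genes, expected beforehand to be higher in RAS than in BOS allografts, were not called at day 28 (0 of 36 probe sets). For probe mismatches with DBA/2J immunoglobulin alleles, the plasma cell genes outside these loci had a median difference of 0.1888. For a difference between the isografts of the 2 batches, the median isograft difference of the list was -0.1352, and for more leukocytes of every kind in RAS allografts, the median difference of the T cell list was -0.3149. The first value met the bound set beforehand for its cause, and the other 2 values met the bounds set against theirs. Those 2 bounds are fractions of 0.1888, a difference that was itself not beyond its error. As no probe set was called at day 28, none of the 3 was judged. The lack of calls does not show that the models were alike. The median RAS minus BOS difference of the 36 probe sets was 0.41, with a lowest of -1.43 and a highest of 3.62. With the isografts grouped by array level it was 0.83, with 29 above 0.

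The methods state that the mice were male, while Xist, expressed from the inactive X chromosome of females, was high in the RAS day 40 arrays (6.564 against day 28). The Y-linked genes were present there and lower than at day 28 (Kdm5d -0.87, Uty -0.82 and Eif2s3y -0.76), with ranges that do not overlap though none was called. For RNA of a female isograft mixed into the day 40 samples, the slope of the day 40 on the day 28 changes was 0.9779, where mixing would have made it smaller. A female recipient or donor is left open, as no array here separates donor from recipient cells.

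Single arrays also stood apart in these genes. Isograft replicate 4, 1 of the 4 controls of each RAS comparison, had Xist at 5.88 (other isografts -2.34 to -0.87) and low Y-linked genes, as a female sample has: Kdm5d -1.911 (2.127 to 2.627), Uty -1.671 (2.603 to 3.208) and Eif2s3y -1.498 (3.689 to 4.323). Of these controls it had the largest array weight (1.45, against 0.0188, 0.585 and 0.548). Without it RAS called 3108, 2873 and 2846 genes at days 14, 28 and 40. Of those, 2695, 2468 and 2427 were also called with it. Xist in RAS day 14 replicate 1 was 4.586 (others -1.846 to -1.47), with Kdm5d at 2.21 (2.652 to 2.71). Uty in RAS day 28 replicate 1 was 3.103 (2.796 to 2.808).

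One isograft of each batch stood at the array level of the other batch (isograft replicate 5 at 3.388, others 4.947 to 5.001). Once each array was centred, both correlated better with the isografts labeled as the other batch than with those of their own, by at least 0.00439, though isograft replicate 4 also did so slightly (0.96843 and 0.96778). An additive shift of an array alone does not alter its correlations, and an exchange of 2 isografts between the batches could give this pattern. These correlations were seen before the bounds were set, and another processing difference of these 2 arrays was not tested, so neither is settled. The labels were kept.

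Other splits of the arrays ask whether a count of genes could arise by chance; each result names how many splits, the real one included, called as many genes (value), the real count and the highest other. The real split called the most genes for RAS at day 14 (value 1 of 35 splits, 3069 and 2905), day 28 (1, 2852 and 2720) and day 40 (1, 2828 and 2688). It also did so for BOS at day 40 (1, 3285 and 3199). With 35 splits, 1 is the lowest value possible, and the RAS comparisons share their isografts, so chance is not called excluded. For BOS at day 14 (1; 4121 and 4043) and day 28 (1; 3058 and 2890) the 10 splits are too few. The highest other counts come near the real ones, in splits that exchange 1 array. Whether the array weights discount the exchanged array was not tested. Between days in RAS, chance was not excluded for day 28 against 14 (3 of 35; 3 and 8) and day 40 against 14 (2 of 35; 48 and 60). For day 40 against 28 (1 of 35; 1 and 0) the splits add nothing, as the count is Xist alone, which prompted the test. For the difference between the models, each array was taken minus the mean of its own isografts, at day 14 (1; 1804 and 1646), day 28 (1; 560 and 487) and day 40 (1; 813 and 580). An error in that mean moves every array of a model alike, and model and batch are the same split, so these splits do not exclude chance in the isografts.

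Further single arrays stood apart in their group of 4, which happens by chance in about 1 group in 20; 17 of 140 groups had one. These were the array median of RAS day 14 replicate 3 (5.066; others 5.099 to 5.105), B cell receptor signaling genes in isograft replicate 5 (3.22; 2.772 to 2.847), classical complement genes in RAS day 14 replicate 2 (2.357; 2.162 to 2.184), Cd300a in isograft replicate 7 (-0.693; 0.129 to 0.228), Ctla4 in isograft replicate 6 (-1.307; -0.464 to -0.369), Fcgr2b in RAS day 14 replicate 3 (6.427; 5.684 to 5.78), Foxj1 in RAS day 14 replicate 1 (2.276; 2.608 to 2.668), Myb in RAS day 40 replicate 4 (3.568; 2.517 to 2.578), Tnf in RAS day 40 replicate 3 (4.975; 3.851 to 3.988) and Wnt3a in BOS day 40 replicate 4 (0.734; 0.381 to 0.412).

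Between the models, 1425, 167 and 426 genes differed at days 14, 28 and 40, and the alveolar type 2 cell markers had median differences of 1.614 at day 28 and 3.04 at day 40. Gpnmb (4.451), Hc (3.308) and H2-Ea (-1.664) differed at day 28 as their known alleles predict. Skeletal muscle genes had a median of 2.303 in BOS at day 14, which the paper does not discuss.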

How the results depend on the processing

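Nearly all calls of the BOS comparisons and of the difference between the models were lost without isograft replicate 1 or 3, though fold changes stayed large (Cd3e in BOS at day 28, 4.01, was 2.78 and 2.89), while the counts of genes changed in RAS against isografts were 2764 to 3122 with any 1 array left out. Calls near a threshold in RAS and the counts between days did depend on single arrays. Of the values of named genes under alternatives, 546 were weaker, 158 stronger, 426 moved and 18 reversed, and the others stayed the same. Arrays of the same replicate number had residual correlations of -0.161 to 0.112 in batch 1 and -0.207 to 0.214 in RAS. Their means were -0.018 and 0.030, against 0.008 and -0.010 for pairs of other numbers. No clear pairing was seen, and so few arrays per group cannot exclude it. Values below are at days 14, 28 and 40 unless stated, and 28-14, 40-28 and 40-14 stand for comparisons of days in RAS.

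Leaving out arrays. Without isograft replicate 1, BOS called 4, 2 and 2 genes and the difference 2, 0 and 0; without isograft replicate 3, BOS called 4, 2 and 3 and the difference 1, 0 and 0. Without isograft replicate 1, B cell activation, B cell receptor signaling, classical complement and plasma cell members higher in BOS were 0 at each day. Without isograft replicate 2, the displaced array, BOS called 4068, 2980 and 3302 genes and the difference 1341, 138 and 382. In BOS, B cell activation was then 39 at day 14 and 41 at day 28, classical complement 3, 3 and 5, and plasma cell 6 at day 40. The difference at day 14 was 774 without BOS day 14 replicate 1, 656 without BOS day 14 replicate 3 and 1612 without isograft replicate 4, and at day 28 it was 101 without BOS day 28 replicate 1. Without BOS day 14 replicate 1, B cell receptor signaling was 16; without BOS day 14 replicate 2, 4210 genes changed and the plasma cell list was 9. Without BOS day 28 replicate 1, 3009 genes changed and B cell receptor signaling was 18; without BOS day 28 replicate 2 the plasma cell list was 8. Without BOS day 40 replicate 3, B cell activation was 47 and B cell receptor signaling 23; without BOS day 40 replicate 4, 3414 genes changed. Without RAS day 14 replicate 1, 28-14 was 22; without RAS day 28 replicate 1 it was 69. The 40-28 count was 0 without RAS day 28 replicate 2 and 5 without RAS day 40 replicate 2. The difference was 234 at day 28 without RAS day 28 replicate 4 and 450 at day 40 without RAS day 40 replicate 4.

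All 7 isografts as one group without a batch term: BOS called 17032, 17642 and 17537 genes, B cell activation members higher in BOS were 10, 11 and 12, B cell receptor signaling 2, 0 and 1, plasma cell 0, 1 and 0, and classical complement 3 at day 40. The BOS arrays had medians of 3.34 to 3.51, while 4 of the isografts stood at the level of 4.95 to 5.12. These counts and the reversals that follow carry this offset, so they do not show changes of single genes. Reversed in BOS were C4b (-1.088, day 28), Cd79a (-1.342 and -1.4, days 14 and 28), Gpnmb (-1.777, day 14), Hpx (-1.877, day 14), Ighm (-1.852, day 28), Jchain (-1.356, -1.316 and -1.811), Msln (-1.229, day 40), Mzb1 (-0.268, -1.406 and -1.33), Nnt (-1.238, day 28) and Tnfrsf17 (-2.225, -2.197 and -2.363).

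No array weights: members higher in BOS were B cell activation 25 at day 14, B cell receptor signaling 9 at day 14 and 11 at day 28, plasma cell 1, 2 and 3, and classical complement 3 at day 40. The difference was called for 3002 genes at day 14 and 821 at day 40, 28-14 was 1 and 40-14 was 4. Immunoglobulin probe sets higher were 21 in RAS at day 14, 2, 2 and 2 in BOS, 5, 1 and 6 in RAS minus BOS, and 0 for 40-14. Klrk1 reversed to 0.037 in RAS minus BOS at day 40. In this setting the median of all probe sets was -0.50, -0.52 and -0.51 in BOS and 0.86, 0.85 and 0.83 in RAS minus BOS. These counts and the value of Klrk1 therefore carry a shift of most genes.

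Fold change over 1.5: RAS called 5572, 5254 and 5244 genes, BOS 7088, 5225 and 5616, the difference at day 14 3441, 28-14 209 and 40-14 463; classical complement members higher were 5, 5 and 5 in RAS and 7 in BOS at day 28. All probe sets, not collapsed to genes: RAS called 4865 at day 14 and 4340 at day 28, the difference at day 14 was 2177 and 40-28 was 0. Each array centred on its median: 40-28 was 2, and 1 immunoglobulin probe set was higher in RAS minus BOS at day 14. Quantile normalization of the deposited values: 40-28 was 0. eBayes with intensity trend and robust prior: 40-28 was 0. Only the arrays of the comparison's batch: 28-14 was 21 and 40-28 was 0. Replicate block: RAS allografts alone with the replicate number as a term gave 3 genes for 28-14, 0 for 40-28 and 27 for 40-14.

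Isografts grouped by array level (chosen after the values were seen): 40-28 was 0; immunoglobulin probe sets higher were 19 in RAS at day 14, 4 and 5 in BOS at days 14 and 40, 4 in RAS minus BOS at day 14 and 0 for 40-14. Both displaced isografts left out: 40-28 was 0, and immunoglobulin probe sets higher were 0 in RAS minus BOS at day 40 and 0 for 40-14. Each array centred on its median, isografts grouped by array level: classical complement members higher in BOS at day 40 were 3.

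Estimated correlation: fixed gene lists called were 11, 12 and 13 in RAS, 9, 13 and 15 in BOS, 0, 1 and 1 for the difference, and 1, 0 and 1 for 28-14, 40-28 and 40-14, and Reactome pathways called were 0 in every comparison. Estimated correlation, isografts grouped by array level: the lists were 13, 14 and 14, 9, 13 and 15, 0, 1 and 1, and 3, 0 and 3, and the pathways 85, 74 and 55 in RAS, 93, 67 and 69 in BOS, 57, 0 and 0 for the difference and 0, 0 and 0 between days.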

Differences from the paper's values

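The fold changes of the 8 downregulated genes of Fig. 3B read from the figure differ from the values here by less than the replicate standard deviation (0.273 to 0.533), though Myb, Pms2 and Bmx lie beyond 1 standard error. Of them, Hpx and Wnt3a (-0.83 and -0.79 here) are not past a 2-fold change; both are called at a fold change over 1.5, the distance of the dashed lines in the figure.

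The paper reports complement activation as upregulated at all 3 time points. Here the C1q genes rose at each day, while the list of 18 classical complement genes had camera adjusted p values of 0.083, 0.092 and 0.037 at the preset correlation and of 0.31, 0.33 and 0.22 with an estimated correlation. Fig. 3B labels immunoglobulin genes under the paper's terms, and the list used here holds none.

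The legend of Fig. 3 gives 4 samples per group and time point; 3 arrays are labeled BOS at each of days 14 and 28, and 3 isografts belong to their batch.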

Other observations

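Of 13 club and secretory cell markers, 8, 9 and 8 fell in RAS at days 14, 28 and 40 and 9, 12 and 12 in BOS (at day 40 in BOS, 0 higher and 12 lower adjusted over the list alone). With an estimated correlation the adjusted p was 0.10, 0.061 and 0.082 in RAS and 0.15, 0.052 and 0.019 in BOS (camera), so that only the last was called. At day 40 in BOS (4 arrays against 3 isografts) Scgb3a1 (-4.29 ± 0.62), Muc5b (-4.90 ± 0.91) and Scgb1a1 (-1.78 ± 0.30), the gene of CCSP, fell. The paper notes a substantial loss of club cells in RAS allografts at days 14 and 28 by staining. Scgb1a1 in RAS was at -0.61 ± 0.27, adjusted p = 0.0795 at day 14 and -0.61 ± 0.28, adjusted p = 0.0921 at day 28 (limma). Ciliated cell genes fell in 23, 23 and 23 of 24 in RAS and 17, 21 and 23 in BOS (at day 40 in BOS, 0 higher and 23 lower adjusted over the list alone; adjusted p = 0.13). If isograft replicate 1 or 3 was left out, 2 to 4 genes were called in BOS at each day, and this holds for each BOS value in this section.

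Skeletal muscle genes rose in BOS at day 14, where Myh4 (3.91 ± 0.65), Acta1 (3.37 ± 0.79) and Actn3 (2.68 ± 0.44) were among 12 of 15 higher (12 higher and 0 lower adjusted over the list alone; adjusted p = 0.23), and 11 were higher at day 28 (adjusted p = 0.27). None rose in RAS. Chest wall or diaphragm tissue carried with the graft was not tested as a source.

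Matrix genes fell in BOS at day 14 (3 arrays against 3 isografts). Of 14 elastic fiber genes, 10 were lower, including Ltbp4 (-4.38 ± 0.26) (0 higher and 10 lower adjusted over the list alone; adjusted p = 0.15 with an estimated correlation). Of 28 fibrosis genes, 11 were lower, including Pdgfra (-3.47 ± 0.40), and 4 were higher (4 higher and 11 lower adjusted over the list alone, adjusted p = 0.55). The mean of this list, relative to the array median, was 3.38 and 3.27 in replicates 1 and 3. It was 3.96 in replicate 2, within the 3.79 to 4.14 of the isografts, so the fall of the list rests on replicates 1 and 3.

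Cytotoxic T cell and NK cell genes were higher in 14, 12 and 12 of 16 in RAS and in 15, 15 and 15 in BOS, and 21 of 23 interferon-induced genes were higher in each model at each day. In RAS at day 40, the mast cell and basophil genes Mcpt8 (3.79 ± 0.37) and Cpa3 (3.13 ± 0.44) rose, and 7 of 13 mast cell and eosinophil genes were higher (7 higher and 0 lower adjusted over the list alone; adjusted p = 0.24).

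Among the 5 largest differences in each direction between the models at day 40 were Hc (6.03 ± 0.79), Egfl6 (5.87 ± 0.57), Rnase2a (-4.41 ± 1.02) and Col6a5 (-3.39 ± 0.71).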
